# A High Phosphorus Diet Affects Lipid Metabolism in Rat Liver: A DNA Microarray Analysis

**DOI:** 10.1371/journal.pone.0155386

**Published:** 2016-05-17

**Authors:** Sunwoo Chun, Takeshi Bamba, Tatsuya Suyama, Tomoko Ishijima, Eiichiro Fukusaki, Keiko Abe, Yuji Nakai

## Abstract

A high phosphorus (HP) diet causes disorders of renal function, bone metabolism, and vascular function. We previously demonstrated that DNA microarray analysis is an appropriate method to comprehensively evaluate the effects of a HP diet on kidney dysfunction such as calcification, fibrillization, and inflammation. We reported that type IIb sodium-dependent phosphate transporter is significantly up-regulated in this context. In the present study, we performed DNA microarray analysis to investigate the effects of a HP diet on the liver, which plays a pivotal role in energy metabolism. DNA microarray analysis was performed with total RNA isolated from the livers of rats fed a control diet (containing 0.3% phosphorus) or a HP diet (containing 1.2% phosphorus). Gene Ontology analysis of differentially expressed genes (DEGs) revealed that the HP diet induced down-regulation of genes involved in hepatic amino acid catabolism and lipogenesis, while genes related to fatty acid β-oxidation process were up-regulated. Although genes related to fatty acid biosynthesis were down-regulated in HP diet-fed rats, genes important for the elongation and desaturation reactions of omega-3 and -6 fatty acids were up-regulated. Concentrations of hepatic arachidonic acid and eicosapentaenoic acid were increased in HP diet-fed rats. These essential fatty acids activate peroxisome proliferator-activated receptor alpha (PPARα), a transcription factor for fatty acid β-oxidation. Evaluation of the upstream regulators of DEGs using Ingenuity Pathway Analysis indicated that PPARα was activated in the livers of HP diet-fed rats. Furthermore, the serum concentration of fibroblast growth factor 21, a hormone secreted from the liver that promotes fatty acid utilization in adipose tissue as a PPARα target gene, was higher (*p* = 0.054) in HP diet-fed rats than in control diet-fed rats. These data suggest that a HP diet enhances energy expenditure through the utilization of free fatty acids released via lipolysis of white adipose tissue.

## Introduction

Phosphorus is a vital mineral in many biological processes and exists in the form of inorganic phosphates in the body. Phosphorus is abundant in many foods as natural phosphorus and phosphate-containing food additives. In many countries, dietary phosphorus intake is about 2–3-fold higher [1–3] than the recommended level (700 mg/d) [4]. Intake of phosphorus from phosphate additives has gradually increased over the past several decades owing to lifestyle changes [5–7]. Administration of a high phosphorus (HP) diet causes disorders of renal function, bone metabolism, and vascular cell function [8–10]. Furthermore, recent reports suggest that HP diets accelerate aging [11, 12].

Phosphate homeostasis is primarily regulated by three organs: the small intestine functions in phosphate absorption, the kidney functions in phosphate excretion, and bone acts as a phosphate reservoir. These organs are coordinately regulated in response to changes in dietary and serum phosphate levels. Thus, previous studies of the influence of a HP diet, especially with regards to phosphate homeostasis control, have focused on these pivotal organs. We previously demonstrated that rats fed on a HP diet induces expression of genes related to calcification, fibrillization, and inflammation in the kidney, and we also obtained new information on phosphate homeostasis regulation by performing DNA microarray analysis [13]. However, little is known about the effects of a HP diet on other organs that are considered to be irrelevant to the regulation of phosphate homeostasis.

The liver is a key organ that plays important roles in energy metabolism such as carbohydrate, lipid, and amino acid metabolism. Dietary phosphates absorbed by the small intestine are transported to the liver via the portal vein. Specific sodium-phosphate co-transporters, which are regulated in response to changes in dietary and serum phosphate levels, are reportedly present in hepatocytes [14]. Therefore, a HP diet likely influences the liver, as reported previously in papers showing that a HP diet decreases protein synthesis in rat liver [15] and enhances liver development in young mice [16]. These findings strongly indicate that HP diets affect liver function, although the conditions used for animal experiments differed between these previous studies.

Thus, we investigated the global effects of a HP diet on the liver, especially with regards to energy metabolism. To investigate overall metabolic alterations, gene expression in the livers of HP diet-fed rats was assessed by DNA microarray analysis. Here we report that a HP diet affects the expression of genes involved in lipid and amino acid metabolism.

## Results

### Food intake, body weight, and phosphorus balance

The effects of the HP diet on food intake, body weight, serum phosphorus concentration, and phosphorus balance were identical to those previously reported [13], because the animals used in the present study were the same as those used in the previous study. Briefly, there were no significant differences in food intake, body weight, or phosphorous retention between control and HP diet-fed rats, except that HP diet-fed animals ingested and excreted a higher amount of phosphorus. HP diet-fed rats showed significantly lower serum phosphorus concentrations, while there were no differences in serum calcium concentrations between the two groups of rats.

### DNA microarray analysis of gene expression

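The liver arrays compared 4 rats fed the control diet, which held 0.3% phosphorus, with 4 rats fed the HP diet, which held 1.2% phosphorus, after 24 days. Liver RNA of each rat was hybridised to 1 Affymetrix GeneChip rat array, so that each of the 8 arrays stands for 1 animal and the number of arrays limits the precision of every value. The authors summarised the probes of each probe set into 1 log2 value with FARMS, a factor analysis that keeps the signal shared by the probes of a probe set and leaves a probe set without shared signal almost constant. The normalization between arrays that went with it is not given in the sources used here. The deposited table held log2 values of 31042 probe sets and 57 control probe sets, which ran from 5.35 to 14.53, and the median of each of the 8 arrays was 6.65. Every pair of arrays had a Pearson's r between 0.968 and 0.992 across the probe sets that spanned at least 0.05 (log2), which are not independent replicates. The values were also compared with the first 590 of the 849 rows of S1 Table, and the largest difference was 4.99e-05 (log2). Across the 8 arrays, 86.1% of the probe sets other than the array's control probe sets spanned less than 0.01 (log2). The 4155 probe sets that spanned at least 0.05, 13.4% of the total, had a median span of 0.41, against 0.00049 in the others. A single gene symbol was listed for 20826 probe sets in the annotation table used here, several symbols for 436 and none for 9780, and only a probe set with a single symbol is named. Differential expression was tested in 2 ways. The rank products method of the authors was applied to all probe sets, with 16 differences between an HP array and a control array, 1000 permutations and an FDR under 0.05. The limma linear model, which shares its estimate of spread among probe sets, was applied to the 4155 probe sets that spanned at least 0.05, with Benjamini-Hochberg adjusted p under 0.05, two-sided. Lists of genes were tested as sets with camera, a limma test that compares the moderated statistics of a list with those of the other genes and takes a preset correlation of 0.01 between its members. The tests, the lists and the alternative settings were fixed before the data were examined, apart from the tests and genes marked as chosen later. The values of the paper's supplementary tables had been seen when they were fixed.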

Microarray data quantified by Factor Analysis for Robust Microarray Summarization (FARMS) [17] were subjected to principal component analysis. 

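The HP rats and the control rats were set apart along the second principal component of the liver profiles, and they overlapped along the first. The first component held 38.9% of the variance and the second 20.2%. On the first, the 4 control rats lay at 10.2, -10.7, -13.1 and 2.53 and the 4 HP rats at 8.26, 3.75, 3.60 and -4.58. On the second, every HP rat (2.64, 4.83, 2.15 and 8.31) lay above every control rat (-2.46, -0.0104, -3.49 and -12.0). The mean positions of the diets in the plane of both components were 10.5 apart, and 6 of the 35 ways of dividing the 8 rats into 4 and 4 gave a distance as large (exact permutation test, two-sided, p = 0.171, where 0.0286 is the smallest p possible). This p ranged from 0.0571 without control rat 1 to 0.314 without control rat 3. Taken alone, the first component gave an exact p of 0.4 and the second an exact p of 0.0286, which is 0.114 after Benjamini-Hochberg adjustment over the first 4 components; these tests of single components were chosen after the positions were seen.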

Rats fed the HP diet and the control diet formed clusters that were distinct from each other (S1 Fig). This result suggests that the HP diet significantly influences the gene expression profile in rat liver.

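The difference between the diets accounted for 19.6% of the variance over all probe sets, where the mean over all 35 divisions of the rats into 4 and 4 was 14.3% and 7 divisions, the real one included, gave as much. It accounted for 11.9% of the variance of the first component and for 60.5% of that of the second; the comparison of the 19.6% with the divisions was chosen after its value was seen. Onecut1, a hepatocyte transcription factor, had the largest weight of the named genes on the first component (0.178), with log2 values of 11.91, 7.90, 8.06 and 10.86 in the control rats and 11.45, 11.07, 10.81 and 9.45 in the HP rats. Its mean difference, HP minus control, was 1.01 (standard error 0.92), smaller than its spread between the control rats (SD 2.01, n = 4), although rank products called it higher with an FDR of 0.000632. Its difference ran from 0.42 (without control rat 2) to 1.76 (without control rat 1). Socs2, which is induced by growth hormone and limits its signalling, differed by 0.76 (standard error 0.36, FDR 0.000313 by rank products and adjusted p = 0.415 by limma). Hhex and Cish, a homeobox factor and another inhibitor of cytokine signalling, had weights of 0.146 and 0.107 on the same side of this component, and Bcl6, a transcriptional repressor, a weight of -0.0836 on the other side. Slc25a30, a mitochondrial carrier, and Cyp7a1, a bile acid enzyme, also had large weights (0.147 and -0.101). Hhex, Cish, Bcl6 and Slc25a30 were chosen after their values were seen.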

To identify differentially expressed genes (DEGs) in response to the HP diet, the rank products (RP) method [18] was applied to FARMS-quantified data. We identified 353 up-regulated probe sets (271 unique genes) and 496 down-regulated probe sets (372 unique genes) in the HP diet group compared to the control diet group, with a false discovery rate (FDR) of <0.05. 

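By rank products, 353 probe sets were higher and 496 were lower in the livers of rats fed the HP diet, and these carried the symbols of 248 and 332 genes. The first 5 named genes by rank were Acot1, Mt2A, Fgf21, Acot4 and Cyp26b1 among those higher and Sds, Cyp7a1, Tfrc, Tat and Usp2 among those lower. Mt2A, a metallothionein that binds zinc and copper, had a log2 value of 8.18 ± 0.49 (SD, n = 4) on the control diet and 9.20 ± 0.43 (SD, n = 4) on the HP diet, a 2.03-fold difference. Cyp26b1, which degrades retinoic acid, was 1.76-fold higher (log2 fold change 0.81, standard error 0.20). Tfrc, the transferrin receptor through which cells take up iron, was at 0.537 times its control level (log2 fold change -0.90, standard error 0.25), and Usp2, a deubiquitinase whose transcript follows the daily rhythm, at 0.546 times (log2 fold change -0.87, standard error 0.28). The values of one diet did not overlap with those of the other for 112 of the probe sets called higher and 131 of those called lower. Over the 4155 probe sets that were not almost constant, limma called 0 higher and 0 lower, with a smallest adjusted p of 0.156 that ranged from 0.0509 to 0.462 over its alternative settings. At an unadjusted p under 0.05, limma gave 223 higher and 303 lower probe sets, 526 in all, where chance would give 207.8 on average. Divisions of the rats into 4 and 4 gave from 25 to 662 such probe sets. The 662 came from control rat 1 and HP rats 1, 2 and 3 against the others, so chance cannot be excluded. After centring each array on the median of its probe sets that span at least 0.05, the split was 297 and 223. Those medians ran from 8.76 to 8.81, so the direction of the split depends on a small offset between arrays. After quantile normalization the split was 258 and 265. The total of 526 became 845 without control rat 1, 333 without control rat 3 and 329 without HP rat 2. All 4 HP rats lay above all 4 control rats for 129 of the 4155 probe sets and below them for 169, together 7.17%, where chance gives 2.86% on average. How far this share varies between divisions of the rats was not tested. The counts of rank products moved by over 1.5 times when a rat was left out: the higher count was 587 without control rat 1 and 127, 85, 101 and 108 without HP rats 1, 2, 3 and 4, and the lower count was 251, 83, 71 and 120 without control rats 1, 2, 3 and 4. They were 24 and 17 when only the 4155 probe sets and the control probe sets that spanned at least 0.05 were ranked and 234 and 304 when the dimmest 25% of probe sets were left out, and simulated arrays with these spreads and no difference between the diets gave 410.2 calls on average over 5 runs.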

The full list of up- and down-regulated probe sets is shown in S1 Table.

### Gene Ontology analysis

DEGs were classified into functional categories according to Gene Ontology (GO) analysis, and GO terms enriched among the DEGs are summarized in Fig 1. The over-represented GO terms were classified into “metabolic process” and “response to stimulus” groups, where those in the former group were further classified into two mutually overlapping major GO term clusters: one related to amino acid metabolism and the other to lipid metabolism (Fig 1).

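Genes of amino acid breakdown and of the urea cycle were lower, and genes of fatty acid β-oxidation and targets of PPARα higher, in every HP rat than in every control rat when each list was averaged within a rat. The score of a list is the mean, over its measured members, of the log2 value minus the member's mean over the 8 rats. The same mean over all measured genes of that rat is then subtracted. For amino acid catabolism (42 members) the score was 0.08 ± 0.06 (SD, n = 4) on the control diet and -0.08 ± 0.03 (SD, n = 4) on the HP diet, and for the urea cycle (8 members) it was 0.06 ± 0.03 and -0.06 ± 0.05. For β-oxidation (34 members) it was -0.15 ± 0.15 and 0.15 ± 0.06, and for targets of PPARα (37 members, some of them also genes of β-oxidation) -0.18 ± 0.18 and 0.18 ± 0.06. Each of these scores separated the diets more than the other 34 divisions of the rats did (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.05 over the 7 lists tested in this way). The scores of fatty acid synthesis, cholesterol synthesis and SREBP1 targets did not separate the diets (exact p = 0.457, 0.371 and 0.4, adjusted p = 0.457 each), and control rat 1 and HP rat 1 stood apart with fatty acid synthesis scores of -0.39 and -0.35. The set test called 2 of the 3 tested lists of cell markers: the 4 measured markers of sinusoidal endothelium had a mean log2 fold change of 0.18 (camera adjusted p = 0.00361, and adjusted p = 0.129 with an estimated correlation) and the 11 of Kupffer cells and macrophages -0.12 (adjusted p = 0.0438, and 0.39 with an estimated correlation). By rank products 2 of the 4 sinusoidal genes were higher, and their score separated the diets (exact p = 0.0286, adjusted p = 0.0857). By rank products 1 of the 11 Kupffer cell genes was lower, and their score did not separate the diets (exact p = 0.314); the 7 markers of stellate cells and fibroblasts were not called (adjusted p = 0.202). The shift of the Kupffer cell markers did not pass without control rats 1, 2 or 4 (adjusted p = 0.28, 0.0899 and 0.102) or without HP rats 1, 3 or 4 (0.0934, 0.0922 and 0.113).

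**Figure D1:**
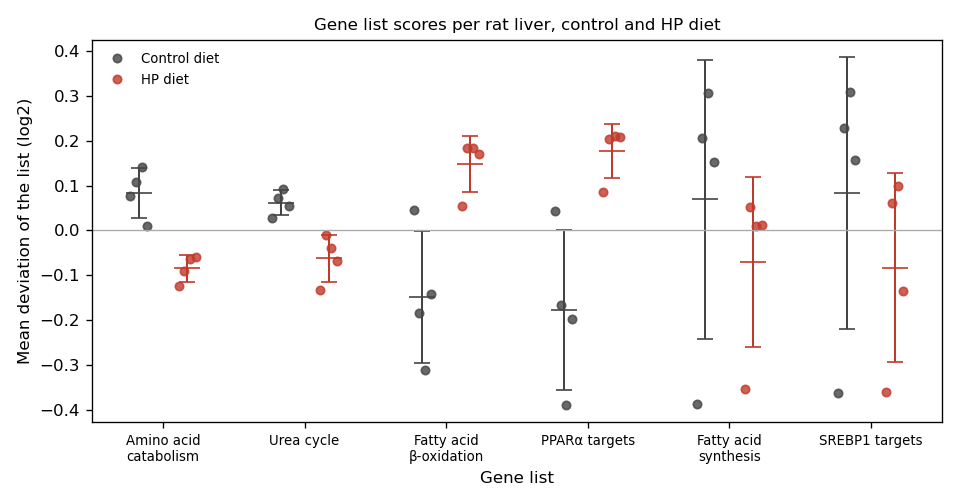
Scores of 6 gene lists in each rat, for the control diet (grey) and the HP diet (red). A score is the mean log2 value of the measured genes relative to each gene's mean over the 8 rats. The same mean over all measured genes of that rat is subtracted. Each point is 1 rat and the bars are the mean and SD of 4 rats. The 4 HP rats lie below the 4 control rats for amino acid catabolism and the urea cycle and above them for β-oxidation and PPARα targets, and the diets overlap for fatty acid synthesis and SREBP1 targets.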

**Fig 1:**
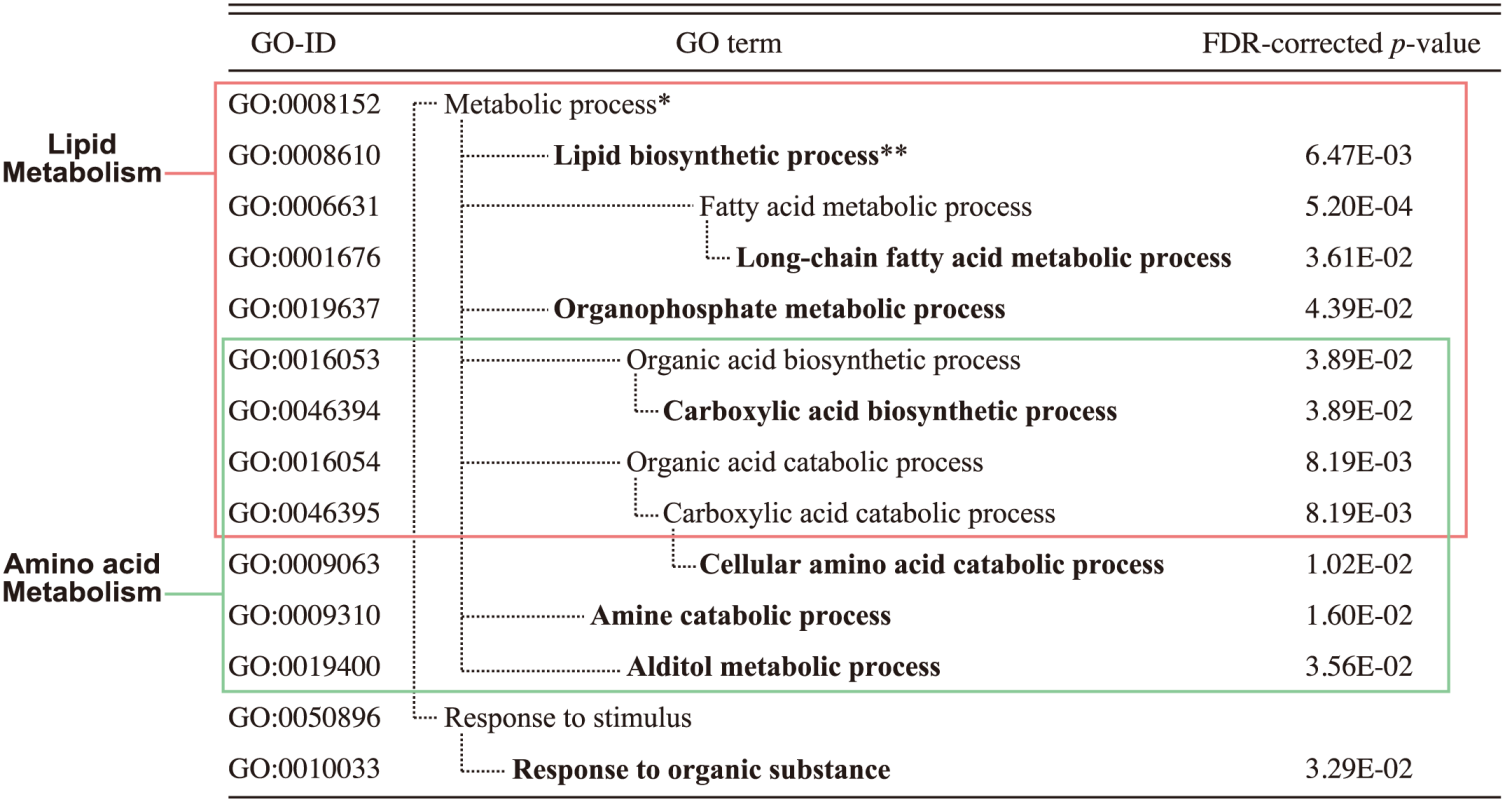
Gene Ontology (GO) terms that were significantly enriched (*p* < 0.05) in 643 differentially expressed genes (DEGs) in response to a high phosphorous (HP) diet. * GO terms with no assigned *p*-values indicate that the values are not significant. ** GO terms in the deepest level of hierarchy are shown in bold.

#### Amino acid metabolism-related GO terms

Genes associated with GO terms related to amino acid metabolism were divided into two groups based on their functions: amino acid catabolism and involvement in the urea cycle (S2 Table).

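Enzymes of amino acid breakdown were lower in HP rats across the pathways of several amino acids. Of 42 measured genes of amino acid catabolism, 19 were lower on the HP diet by rank products and 0 were higher. Hal, which starts histidine breakdown, was at 0.862 times its control level (log2 fold change -0.21, standard error 0.08, FDR 0.0321 by rank products). Mat2b, a regulatory subunit of methionine adenosyltransferase that is not an enzyme of breakdown, went the other way, from 9.54 ± 0.06 (SD, n = 4) to 9.68 ± 0.04 (SD, n = 4), a 1.10-fold rise by rank products (FDR 0.0414) with every HP rat above every control rat. With limma, 0 of the 42 passed over all probe sets tested, 17 were lower and 0 higher at an unadjusted p under 0.05, and 11 were lower when adjusted over the list alone. In 11 of the 42, all HP rats lay below all control rats, and in 0 above. The list as a whole was lower (mean log2 fold change -0.18, camera adjusted p = 1.22e-08, and adjusted p = 0.072 with an estimated correlation). Apart from Acmsd, the 19 called members are genes that S2 Table gives as lower. The list was written after those values had been seen, so its count and shift are not independent of the paper's selection. Of the 16 measured genes that the authors list under amino acid catabolism in S2 Table, rank products called 15 lower and 1 higher, and limma 13 lower and 1 higher when adjusted over the list alone (adjusted p = 0.0293 for the list with an estimated correlation); that list was chosen on these rats and is not independent evidence of its direction.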

Mapping of the DEGs related to amino acid metabolic pathways revealed that their hepatic expression was lower in rats fed the HP diet than in rats fed the control diet, with the exception of *Mat2b* (Fig 2). HP diet-fed rats exhibited lower hepatic expression of many enzymes related to catabolism of amino acids (Cys, Ser, Gly, Met, Trp, Phe, Tyr, and Val), and the amino acid catabolites are used to generate energy via gluconeogenesis or ketogenesis. These genes were *Got1*, *Mpst*, *Sds*, *Cbs*, *Bhmt*, *Gldc*, *Gnmt*, *Dmgdh*, *Tdo2*, *Afmid*, *Pah*, *Tat*, *Hgd*, and *Aldh6a1*. Furthermore, genes related to the urea cycle were down-regulated in the livers of rats fed the HP diet. These genes included *Cps1*, which catalyzes the committed step of the urea cycle, and *Got1*, *Gpt*, *Gpt2*, *Prodh*, and *Gls2*, which regulate the entry of amino acid catabolites into this cycle.

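The largest decreases among these genes were in serine, tyrosine, aspartate and betaine metabolism. Sds, serine dehydratase, had a log2 value of 9.94 ± 0.66 (SD, n = 4) on the control diet and 8.84 ± 0.11 (SD, n = 4) on the HP diet, 0.465 times the control level (log2 fold change -1.11, standard error 0.28). Tat, the aminotransferase that starts tyrosine breakdown, was at 0.569 times (log2 fold change -0.81, standard error 0.20) and Got1, the cytosolic aspartate aminotransferase, at 0.699 times (log2 fold change -0.52, standard error 0.20). Bhmt, which passes a methyl group from betaine to homocysteine, was at 0.757 times its control level (log2 fold change -0.40, standard error 0.13). Smaller decreases, from -0.26 in Afmid of tryptophan breakdown to -0.18 in Cbs and Gnmt of methionine metabolism, were called for Mpst, Gldc, Dmgdh, Tdo2, Hgd and Aldh6a1 too (rank products FDR from 0.0187 to 0.0476 over these 9 genes). All HP rats lay below all control rats for Sds, Tat, Bhmt, Cbs, Gnmt, Afmid, Hgd and Aldh6a1, and the adjusted p of limma over all probe sets lay between 0.205 (Hgd) and 0.454 (Dmgdh) for the 13 genes given here. Dmgdh had a log2 fold change of -0.35 without control rat 4, and Got1 one of -0.29 with array weights.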

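All 8 measured genes of the urea cycle list had negative log2 fold changes, and 3 of them were lower by rank products: Cps1, Slc25a15 and Ass1. Slc25a15, the mitochondrial ornithine carrier, had a log2 value of 11.76 ± 0.13 (SD, n = 4) on the control diet and 11.46 ± 0.12 (SD, n = 4) on the HP diet (0.814 times the control level, FDR 0.0131). Ass1, argininosuccinate synthase, had values of 12.57 ± 0.09 and 12.33 ± 0.07 (0.846 times, FDR 0.0208). The log2 fold changes of Asl, Nags, Slc25a13 and Otc, which did not pass, ran from -0.07 to -0.02. By limma 0 passed over all probe sets tested, 3 were lower and 0 higher at an unadjusted p under 0.05, and 3 were lower when adjusted over the list alone. As a set the list was lower with a camera adjusted p of 0.00339, and with an estimated correlation the adjusted p = 0.072. Cps1 and Ass1 are also genes that S2 Table gives as lower, and its values had been seen when the list was written.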

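Cps1, the enzyme that fixes ammonia as carbamoyl phosphate, had a log2 value of 12.37 ± 0.04 (SD, n = 4) on the control diet and 12.10 ± 0.13 (SD, n = 4) on the HP diet, 0.832 times the control level (FDR 0.0179 by rank products), with no overlap between the diets. Gls2, the liver glutaminase that releases ammonia from glutamine, was at 0.805 times (log2 fold change -0.31, standard error 0.05, FDR 0.0104). Prodh, the proline dehydrogenase, was at 0.760 times (log2 fold change -0.40, standard error 0.11). The alanine aminotransferases Gpt and Gpt2 had log2 fold changes of -0.21 (standard error 0.14, FDR 0.0493) and -0.20 (standard error 0.08, FDR 0.0267). Oat, ornithine aminotransferase, had a log2 fold change of -0.19 (standard error 0.16) that did not pass (FDR 0.0522). With 1 rat left out, log2 fold changes ran from -0.34 (without control rat 4) to -0.11 (without control rat 2) for Gpt and from -0.30 (without HP rat 3) to -0.10 (without HP rat 2) for Oat. In all, 7 of the 8 genes that the authors list for the urea cycle were lower by rank products and 5 by limma when adjusted over the list alone, where that list was chosen on these rats and is not independent evidence. No gene of it passed limma over all probe sets tested (adjusted p from 0.167 for Gls2 to 0.581 for Oat).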

**Fig 2:**
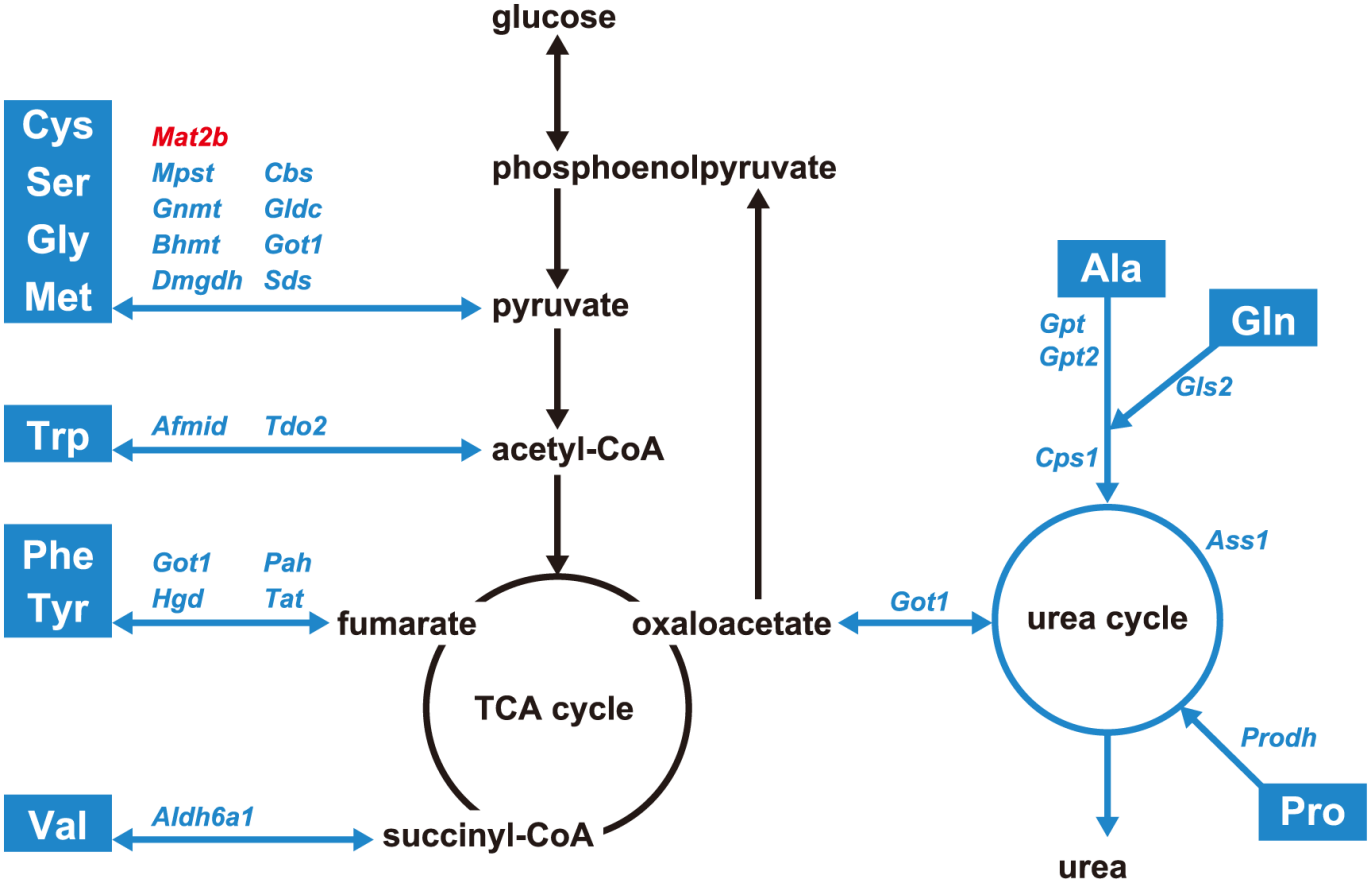
Altered expression of genes involved in the amino acid metabolic pathway in response to the high phosphorous (HP) diet. The HP diet induced decreased hepatic expression of enzymes involved in amino acid catabolism. Enzymes and factors whose mRNA expression is higher and lower in the livers of HP diet-fed rats are shown in red and blue, respectively, in comparison to their expression in the livers of control diet-fed rats. Also see S2 Table for DEGs related to amino acid metabolism. Amino acids are represented by white letters and down-regulated pathways are represented by blue arrows. TCA, tricarboxylic acid.

#### Lipid metabolism-related GO terms

Genes associated with GO terms related to lipid metabolism were categorized into four groups: fatty acid β-oxidation, fatty acid biosynthesis, cholesterol metabolism, and phospholipid metabolism (Tables 1 and 2; Fig 3).

**Table 1:** Genes related to fatty acid β-oxidation or fatty acid biosynthesis whose expression was altered in response to the HP diet.

GO term	Gene Symbol	Gene Title	Average Difference	Expression
**Fatty acid β-oxidation**	*Cpt1a*	carnitine palmitoyltransferase 1a, liver	3.93E-01	up
	*Crot*	carnitine O-octanoyltransferase	3.66E-01	up
	*Crat*	carnitine acetyltransferase	5.65E-01	up
	*Acsm2*	acyl-CoA synthetase medium-chain family member 2	3.91E-01	up
	*Acot1*	acyl-CoA thioesterase 1	1.66E+00	up
	*Acot2*	acyl-CoA thioesterase 2	5.95E-01	up
	*Acot3*	acyl-CoA thioesterase 3	4.10E-01	up
	*Acot4*	acyl-CoA thioesterase 4	8.06E-01	up
	*Abhd5*	abhydrolase domain containing 5	2.34E-01	up
	*Hadhb*	hydroxyacyl-Coenzyme A dehydrogenase, beta subunit	1.54E-01	up
	*Dci*	dodecenoyl-Coenzyme A delta isomerase	4.37E-01	up
	*Ech1*	enoyl coenzyme A hydratase 1, peroxisomal	5.33E-01	up
	*Decr1*	2,4-dienoyl CoA reductase 1, mitochondrial	2.67E-01	up
	*Acacb*	acetyl-Coenzyme A carboxylase beta	2.48E-01	up
	*Cyp4a1 / Cyp4a10*	cytochrome P450, family 4, subfamily a, polypeptide 1; polypeptide 10	4.28E-01	up
	*Cyp4a2 / Cyp4a3*	cytochrome P450, family 4, subfamily a, polypeptide 2; polypeptide 3	3.13E-01	up
	Fabp1*	fatty acid binding protein 1, liver	1.04E-01	up
	*Fabp2*	fatty acid binding protein 2, intestinal	2.73E-01	up
	Fabp7*	fatty acid binding protein 7, brain	4.39E-01	up
	*Hacl1*	2-hydroxyacyl-CoA lyase 1	5.37E-01	up
**Fatty acid biosynthesis**	*Acacb*	acetyl-Coenzyme A carboxylase beta	2.48E-01	up
	*Fads2*	fatty acid desaturase 2	3.32E-01	up
	*Prkab1*	protein kinase, AMP-activated, beta 1 non-catalytic subunit	2.18E-01	up
	Elovl2*	elongation of very long chain fatty acids (FEN1/Elo2, SUR4/Elo3, yeast)-like 2	3.05E-01	up
	*Acly*	ATP citrate lyase	-2.40E-01	down
	*Fasn*	fatty acid synthase	-2.61E-01	down
	*Elovl6*	ELOVL family member 6, elongation of long chain fattyacids (yeast)	-5.30E-01	down
	*Srebf1*	sterol regulatory element binding transcription factor 1	-3.59E-01	down

*These DEGs are not included in the GO terms but were considered to be related to the GO term based on the KEGG pathway or other GO annotations.

**Table 2:** Genes related to cholesterol or phospholipid metabolism whose expression was altered in response to the HP diet.

GO term	Gene Symbol	Gene Title	Average Difference	Expression
**Cholesterol metabolic process**	*Hmgcs1*	3-hydroxy-3-methylglutaryl-Coenzyme A synthase 1 (soluble)	3.67E-01	up
	Fxr*	nuclear receptor subfamily 1, group H, member 4	1.89E-01	up
	*Prkab1*	protein kinase, AMP-activated, beta 1 non-catalytic subunit	2.18E-01	up
	Hnf4a*	hepatocyte nuclear factor 4, alpha	4.54E-01	up
	*Hmgcr*	3-hydroxy-3-methylglutaryl-Coenzyme A reductase	-4.01E-01	down
	Sqle*	squalene epoxidase	-2.08E-01	down
	*Sc4mol*	sterol-C4-methyl oxidase-like	-2.10E-01	down
	*Cyp7a1*	cytochrome P450, family 7, subfamily a, polypeptide 1	-1.22E+00	down
	Shp (Nr0b2)*	nuclear receptor subfamily 0, group B, member 2	-2.82E-01	down
	Lrh1 (NR5A2)*	similar to FTZ-F1 beta1 protein; nuclear receptor subfamily 5, group A, member 2	-2.18E-01	down
	*Abca1*	ATP-binding cassette, sub-family A (ABC1), member 1	-2.09E-01	down
	*Pcsk9*	proprotein convertase subtilisin/kexin type 9	-1.69E-01	down
	*Srebf1*	sterol regulatory element binding transcription factor 1	-3.59E-01	down
	*Insig1*	similar to Insulin-induced gene 1 protein (INSIG-1)	-5.02E-01	down
	*Angptl3*	angiopoietin-like 3	-1.66E-01	down
	Atp8b1*	ATPase, Class I, type 8B, member 1	-2.42E-01	down
**Phospholipid metabolic process**	*Agpat9*	1-acylglycerol-3-phosphate O-acyltransferase 9	7.61E-01	up
	*Gpd1*	glycerol-3-phosphate dehydrogenase 1 (soluble)	1.49E-01	up
	*Gpd2*	glycerol-3-phosphate dehydrogenase 2, mitochondrial	2.07E-01	up
	*Pla2g15*	phospholipase A2, group XV	2.93E-01	up
	*Cds1*	CDP-diacylglycerol synthase 1	2.55E-01	up
	*Chka*	choline kinase alpha	2.40E-01	up
	*Lpcat3*	lysophosphatidylcholine acyltransferase 3	2.99E-01	up
	*Pigx*	phosphatidylinositol glycan anchor biosynthesis, class X	2.60E-01	up
	*Gpld1*	glycosylphosphatidylinositol specific phospholipase D1	-2.53E-01	down
	*Pik3r1*	phosphoinositide-3-kinase, regulatory subunit 1 (alpha)	-2.91E-01	down
	*Etnk1*	ethanolamine kinase 1	-2.59E-01	down
	*Gpam*	glycerol-3-phosphate acyltransferase, mitochondrial	-1.94E-01	down
	*Pi4k2a*	phosphatidylinositol 4-kinase type 2 alpha	-2.64E-01	down
	*Pigu*	phosphatidylinositol glycan anchor biosynthesis, class U	-2.32E-01	down

*These DEGs are not included in the GO terms but were considered to be related to the GO term based on the KEGG pathway or other GO annotations.

**Fig 3:**
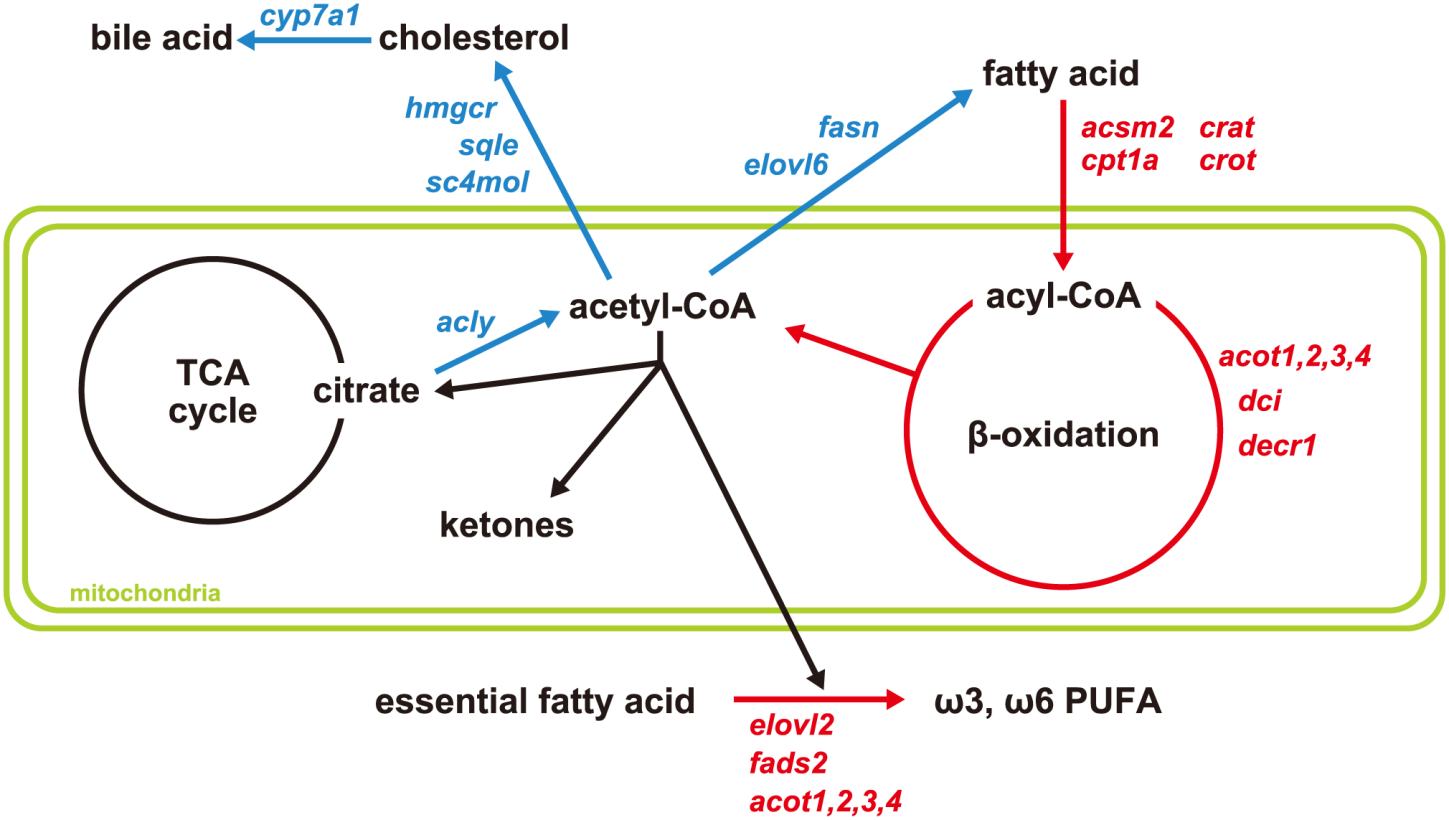
Altered expression of genes involved in the lipid metabolic pathway in response to the high phosphorous (HP) diet. The HP diet induced alterations in the hepatic expression of enzymes involved in lipid catabolism and biosynthesis. Enzymes and factors whose mRNA expression is higher and lower in the livers of HP diet-fed rats are shown in red and blue, respectively, in comparison to their expression in the livers of control diet-fed rats. See Table 1 for DEGs related to lipid metabolism. Up- and down-regulated pathways are represented with red and blue arrows, respectively. PUFA, polyunsaturated fatty acid; TCA, tricarboxylic acid.

Among the fatty acid β-oxidation group, DEGs involved in the oxidation of fatty acids into acetyl-CoA were up-regulated in the livers of HP diet-fed rats. 

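Genes of fatty acid oxidation were higher in HP rats. Of 34 measured genes on a list of β-oxidation, 15 were higher on the HP diet by rank products and 0 were lower. The 15 included acyl-CoA thioesterases, carnitine acyltransferases and 3 auxiliary enzymes for unsaturated fatty acids (Eci1, Decr1 and Ech1), as well as Slc22a5, the carnitine transporter of the plasma membrane (log2 fold change 0.52). The acyl-CoA dehydrogenases Acadvl and Acadl, the trifunctional protein subunits Hadha and Hadhb, Hadh, Echs1, Acaa2 and Cpt2, and the auxiliary enzymes Decr2 and Eci2, had log2 fold changes from 0.01 to 0.15 and did not pass; Slc22a5 and these 10 genes, apart from Hadhb, were chosen after their values were seen. None of the 34 (0) passed limma over all probe sets, 14 were higher and 0 lower at an unadjusted p under 0.05, and 10 were higher when adjusted over the list alone. In 7 of the 34, every HP rat lay above every control rat. The list shifted upwards (mean log2 fold change 0.29, median 0.14, camera adjusted p = 3.85e-12), and with an estimated correlation the adjusted p = 0.0997. Its 15 called members, apart from Slc22a5, are genes that Table 1 gives as higher. The list was written after the values of the supplementary tables had been seen. Neither its count nor its shift is independent of the paper's selection. Of the 19 measured genes that the authors group under β-oxidation in Table 1, 17 were higher by rank products and 13 by limma when adjusted over the list alone (adjusted p = 0.0325 with an estimated correlation), in a list that was chosen on these rats and is not independent evidence.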

Expression of *Cpt1a*, which encodes a rate-limiting enzyme for β-oxidation, was up-regulated, concomitant with the up-regulation of many genes involved in fatty acid degradation (*Crat*, *Crot*, *Acot1*, *Acot2*, *Acot3*, *Acot4*, *Decr1*, *Dci*, and *Acsm2*) (Fig 3). 

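Cpt1a, which commits long-chain acyl groups to the mitochondrion, had a log2 value of 11.78 ± 0.28 (SD, n = 4) on the control diet and 12.18 ± 0.10 (SD, n = 4) on the HP diet, a 1.31-fold difference (FDR 0.00447 by rank products, adjusted p = 0.32 by limma). The largest difference was in Acot1, a cytosolic acyl-CoA thioesterase, at 5.94 ± 0.47 and 7.61 ± 0.50, a 3.17-fold rise by rank products with no overlap between the diets. Its relatives Acot4 (1.75-fold), Acot2 (1.51-fold, FDR 0.000308) and Acot3 (1.33-fold, FDR 0.00169) were also higher in every HP rat than in every control rat. The carnitine acyltransferases Crat and Crot were 1.48-fold and 1.29-fold higher (FDR 0.000857 and 0.00388). Eci1, the enoyl-CoA isomerase that the paper calls Dci, had a log2 fold change of 0.44 (standard error 0.15), Decr1, the dienoyl-CoA reductase, 0.27 (standard error 0.11), and Acsm2, a medium-chain acyl-CoA synthetase, 0.39 (standard error 0.21), each called by rank products. Among these 10 genes the adjusted p of limma over all probe sets ran from 0.167 (Acot1 and Acot2) to 0.46 (Acsm2). Leaving out each rat in turn gave log2 fold changes from 0.25 (without control rat 2) to 0.56 (without control rat 4) for Acsm2 and from 0.17 (without control rat 3) to 0.34 (without control rat 1) for Decr1.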

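Several further genes of fatty acid handling were higher in HP rats by rank products. Hacl1, which shortens branched and 2-hydroxy fatty acids in peroxisomes, and Ech1, a dienoyl-CoA isomerase, were each 1.45-fold higher (log2 fold changes 0.54 and 0.53, standard errors 0.26 and 0.15). Cyp4a1, which hydroxylates fatty acids at the omega end, was 1.35-fold higher (FDR 0.00662). The fatty acid binding proteins Fabp7 and Fabp2 were 1.36-fold and 1.21-fold higher, Fabp7 with no overlap between the diets. Abhd5, the co-activator of adipose triglyceride lipase, had a log2 fold change of 0.23 (standard error 0.12, FDR 0.0406). A second probe set of Abhd5 had a log2 fold change of 0.19 and was not called (FDR 0.0655). When each rat in turn was left out, log2 fold changes ran from 0.38 (without control rat 4) to 0.82 (without control rat 1) for Hacl1, from 0.26 (without control rat 3) to 0.60 (without control rat 1) for Cyp4a1, from 0.16 (without control rat 1) to 0.33 (without control rat 2) for Fabp2 and from 0.14 (without control rat 3) to 0.32 (without control rat 1) for Abhd5. Fabp1, the abundant liver fatty acid binding protein, had a log2 fold change of 0.10 (standard error 0.03, FDR 0.0531) and did not pass, with every HP rat above every control rat. The measured probe set of Acacb, the mitochondrial acetyl-CoA carboxylase, was almost constant over the 8 rats, with a mean of 6.39 on both diets, and was not tested by limma.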

Aside from the genes presented in Fig 3, several genes involved in the control of β-oxidation, including *Acacb*, *Abhd5*, *Hacl1*, *Ech1*, *Cyp4a1*/*Cyp4a10*, *Cyp4a2*/*Cyp4a3*, *Fabp2*, and *Fabp7*, were also up-regulated (Table 1). Moreover, *Fgf21*, which encodes a key factor fibroblast growth factor 21 (FGF21) for energy metabolism, was significantly up-regulated in the livers of rats fed the HP diet.

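Fgf21 had a log2 value of 7.35 ± 0.31 (SD, n = 4) in the livers of control rats and 8.27 ± 0.35 (SD, n = 4) in those of HP rats. This is a 1.90-fold difference (log2 fold change 0.93, standard error 0.20), and each HP rat lay above each control rat. It was called higher by rank products. In limma it had an adjusted p = 0.21 over the 4155 probe sets.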

On the other hand, several genes encoding enzymes or transcription factors involved in fatty acid biosynthesis, including *Fasn*, *Elovl6*, *Acly*, and *Srebf1*, were down-regulated in the livers of HP diet-fed rats (Table 1; Fig 3). By contrast, genes encoding elongase and desaturase enzymes (*Elovl2* and *Fads2*) for essential fatty acids were up-regulated in the livers of rats fed the HP diet.

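Of 14 measured genes of fatty acid synthesis, 6 were lower on the HP diet by rank products (Thrsp, Srebf1, Elovl6, Fasn, Acly and Pnpla3) and 1 was higher (Me1, malic enzyme). Thrsp, which drives lipogenic expression, had a log2 value of 11.17 ± 0.70 (SD, n = 4) on the control diet and 10.56 ± 0.47 (SD, n = 4) on the HP diet. Srebf1, which encodes SREBP1, had 9.96 ± 0.68 and 9.60 ± 0.38, and Elovl6, the elongase of palmitate, 6.71 ± 0.64 and 6.18 ± 0.44 (log2 fold change -0.53, and -0.26 at the brighter probe set that stands for it in the list). Fasn, fatty acid synthase, had 10.69 ± 0.48 and 10.43 ± 0.30, and Acly, ATP citrate lyase, 11.40 ± 0.53 and 11.16 ± 0.27. With 1 rat left out, log2 fold changes ran from -0.95 (without control rat 1) to -0.40 (without HP rat 1) for Thrsp, from -0.66 (without control rat 1) to -0.14 (without control rat 3) for Srebf1, from -0.79 (without control rat 1) to -0.32 (without control rat 3) for Elovl6, from -0.48 (without control rat 1) to -0.11 (without control rat 3) for Fasn and from -0.50 (without control rat 1) to -0.11 (without control rat 3) for Acly. By limma 0 of the 14 passed over all probe sets, 0 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone; the adjusted p of the genes named with values ran from 0.47 to 0.68. The shift of the list was not called (mean log2 fold change -0.15, camera adjusted p = 0.259, and adjusted p = 0.803 with an estimated correlation), with a range from 0.00522 to 0.989 over the alternatives. It was called without control rat 1 (adjusted p = 0.00522), with array weights (0.0362) and with no filter on the span (0.0259). The 7 measured genes that the authors group under fatty acid biosynthesis, a list chosen on these rats and not independent evidence, were 3 higher and 4 lower by rank products; their mean log2 fold change was -0.04, their median -0.24 and the direction of the set test upwards (adjusted p = 0.314), and without control rat 1 the direction was downwards (adjusted p = 0.672).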

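Elovl2, the elongase of polyunsaturated fatty acids, had a log2 value of 9.54 ± 0.05 (SD, n = 4) on the control diet and 9.85 ± 0.10 (SD, n = 4) on the HP diet, a 1.24-fold rise by rank products (FDR 0.00591) with no overlap between the diets. Fads2, the delta-6 desaturase, had 10.09 ± 0.27 and 10.42 ± 0.11, a 1.26-fold difference (FDR 0.00645). Fads1, the delta-5 desaturase, and Elovl5, another elongase, had log2 fold changes of 0.10 and 0.00028 and did not pass. Of these 4 measured genes of polyunsaturated fatty acid synthesis, limma called 0 over all probe sets, 2 were higher and 0 lower at an unadjusted p under 0.05, and Elovl2 was higher when adjusted over the list alone. The shift of the list was called (mean log2 fold change 0.18, camera adjusted p = 0.0242), and with an estimated correlation the adjusted p = 0.424. Without control rat 1 the adjusted p was 0.274 and without HP rat 4 it was 0.0705, with array weights 0.109 and with the mean of the probe sets of each gene 0.0519; the range over the alternatives was 0.00972 to 0.424.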

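Of the 12 measured genes that the authors group under cholesterol metabolism in Table 2, 2 were higher and 6 lower on the HP diet by rank products. The group, which holds genes of synthesis, bile acid formation and transport, was chosen on these rats and its direction is not independent evidence. Under limma 0 of the 12 passed over all probe sets, 0 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. The mean log2 fold change of the 12 was -0.24 (camera adjusted p = 0.13, range 0.0141 to 0.478 over the alternatives). The set was called with no filter on the span (adjusted p = 0.0141), without control rat 1 (0.0472) and without HP rat 4 (0.0245).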

Many genes encoding enzymes important for cholesterol metabolism were up- or down-regulated (Table 2; Fig 3). Genes encoding Hmgcs1, the enzyme that produces HMG-CoA from acetyl-CoA, and Fxr, the nuclear receptor that binds bile acids (catabolites of cholesterol), were up-regulated in the livers of rats fed the HP diet (Table 2). On the other hand, many genes encoding enzymes important for cholesterol biosynthesis were down-regulated in the livers of HP diet-fed rats. 

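Nr1h4, the gene of the bile acid receptor Fxr, had a log2 value of 9.41 ± 0.10 (SD, n = 4) on the control diet and 9.60 ± 0.20 (SD, n = 4) on the HP diet, a 1.14-fold difference (FDR 0.0411 by rank products, adjusted p = 0.46 by limma). Hnf4a, a nuclear receptor that maintains hepatocyte genes, was 1.37-fold higher (FDR 0.00499), while a second probe set of it had a log2 fold change of -0.10 (standard error 0.10) and was not called. Prkab1, a regulatory subunit of AMP-activated protein kinase, had a log2 fold change of 0.22 (standard error 0.13, FDR 0.0486). Leaving out each rat in turn gave log2 fold changes from 0.091 (without HP rat 4) to 0.24 (without control rat 3) for Nr1h4 and from 0.14 (without control rat 2) to 0.32 (without control rat 4) for Prkab1.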

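Of 16 measured genes of cholesterol synthesis and its control, 5 were lower on the HP diet by rank products (Insig1, Stard4, Msmo1, Sqle and Tm7sf2) and 0 were higher. The other 11 had log2 fold changes between -0.17 (Lss) and 0.14 (Pmvk), so that 7 of the 16 had positive values. The limma model called 0 of the 16 over all probe sets, 0 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. The list did not shift as a set (mean log2 fold change -0.06, median -0.02, camera adjusted p = 0.675, and adjusted p = 0.803 with an estimated correlation), and without control rat 3 the direction of the set test was upwards (adjusted p = 0.931).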

*Sqle* and *Sc4mol*, which regulate cholesterol synthesis, were down-regulated following a decrease in the expression of *Hmgcr*, which encodes a rate-limiting enzyme. 

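Sqle, squalene epoxidase, had a log2 value of 6.84 ± 0.11 (SD, n = 4) on the control diet and 6.63 ± 0.11 (SD, n = 4) on the HP diet, 0.866 times the control level (FDR 0.0339 by rank products). Msmo1, the methylsterol monooxygenase that the paper calls Sc4mol, had 9.47 ± 0.20 and 9.26 ± 0.14, 0.865 times (FDR 0.0383). Insig1, which holds SREBPs in the endoplasmic reticulum and is itself a target of SREBP, had a larger difference, with a log2 fold change of -0.50 (standard error 0.31, FDR 0.00686). Stard4, a carrier of cholesterol between membranes, had a log2 fold change of -0.24 (standard error 0.15, FDR 0.0481). The adjusted p of limma over all probe sets was 0.424 for Sqle, 0.444 for Msmo1, 0.502 for Insig1 and 0.511 for Stard4. When each rat in turn was left out, log2 fold changes ran from -0.73 (without HP rat 3) to -0.24 (without HP rat 4) for Insig1 and from -0.29 (without control rat 2) to -0.13 (without control rat 3) for Msmo1, and Stard4 had -0.12 with array weights.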

Specific genes related to cholesterol metabolism were also down-regulated in the livers of HP diet-fed rats, such as *Cyp7a1*, which encodes an enzyme that regulates the rate-limiting step of cholesterol catabolism, *Shp* and *Lrh1*, which encode transcription factors located downstream of Fxr, and *Atp8b1*, which encodes a transporter of bile acids.

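Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was at 0.429 times its control level in HP rats, with 8.33 ± 1.14 (SD, n = 4) on the control diet and 7.11 ± 0.64 (SD, n = 4) on the HP diet (log2 fold change -1.22, standard error 0.54, FDR 0.0005 by rank products, adjusted p = 0.398 by limma). Its spread was wide, from 7.15 to 9.88 among control rats and from 6.59 to 7.99 among HP rats. With 1 rat left out, log2 fold changes ran from -1.61 (without control rat 1) to -0.70 (without control rat 3) for Cyp7a1, from -0.58 (without control rat 1) to 0.023 (without HP rat 1) for Nr0b2, from -0.28 (without HP rat 3) to -0.064 (without HP rat 2) for Nr5a2 and from 0.0061 (without HP rat 4) to 0.30 (without control rat 1) for Cyp8b1. Nr0b2, the repressor that the paper calls Shp, had a log2 fold change of -0.28 (standard error 0.43), which rank products called (FDR 0.0156). Nr5a2, which the paper calls Lrh1 and which activates Cyp7a1, had a log2 fold change of -0.17 (standard error 0.12, FDR 0.0843), and its other probe sets had -0.25 (FDR 0.0485) and -0.22 (FDR 0.0408). Atp8b1, a phospholipid flippase of the bile canaliculus, had a log2 fold change of -0.02 (standard error 0.12) at the brighter probe set and -0.24 (standard error 0.15, FDR 0.0285) at the other. The value at the brighter probe set was above 0 after centring the arrays on the median of probe sets spanning at least 0.05 (0.0041). It was also above 0 without control rats 3 or 4 (0.0058 and 0.051) or HP rats 1, 2 or 3 (0.015, 0.0081 and 0.019). The cholesterol exporter Abca1 had a log2 fold change of -0.17 (FDR 0.0722) at one probe set and -0.21 (FDR 0.0413) at another. Its remaining tested probe sets had -0.041 and -0.10 and were not called. Of the 13 measured genes of bile acid synthesis, Cyp7a1 was the 1 that rank products called, limma called 0 (1 higher and 0 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone), and the list was not called as a set (camera adjusted p = 0.597). Cyp8b1, the enzyme that makes cholic acid, had a log2 fold change of 0.20 (standard error 0.21) and Cyp27a1, which starts the other route to bile acids, -0.0039 (standard error 0.07), positive after either scaling of the arrays.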

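Genes of phospholipid metabolism went in both directions. Of the 11 measured genes that the authors group under this heading in Table 2, 6 were higher and 4 lower on the HP diet by rank products. In the limma model 0 of the 11 passed over all probe sets, 2 were higher and 2 lower at an unadjusted p under 0.05, and 2 were higher when adjusted over the list alone, where the list was chosen on these rats and is not independent evidence. The mean log2 fold change was 0.04 and the median 0.21, and the set was not called (camera adjusted p = 0.314).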

The fourth DEG cluster associated with lipid metabolism included many genes related to phospholipid metabolism (Table 2). 

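Lpcat3, which puts polyunsaturated acyl groups into lysophosphatidylcholine, had a log2 value of 9.37 ± 0.12 (SD, n = 4) in control rats and 9.67 ± 0.05 (SD, n = 4) in HP rats. The difference was 1.23-fold, all HP rats lay above all control rats, and rank products called it with an FDR of 0.00536 (adjusted p = 0.217 by limma). The measured probe set of Gpam, the mitochondrial glycerol-phosphate acyltransferase, was almost constant, with a mean of 6.68 on both diets.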

Genes encoding enzymes that catalyze binding of phospholipids and acyl-CoA, including *Agpat9* and *Lpcat3*, were up-regulated in the livers of rats fed the HP diet, whereas *Gpam* was down-regulated. 

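Chka, choline kinase, had a log2 value of 8.97 ± 0.64 (SD, n = 4) in control rats and 9.21 ± 0.37 (SD, n = 4) in HP rats, a difference that rank products called (1.18-fold, FDR 0.0304) and that was smaller than the spread within either diet. Pla2g15, the lysosomal phospholipase A2, had 8.41 ± 0.37 and 8.70 ± 0.10 (1.23-fold, FDR 0.0235). The adjusted p of limma over all probe sets was 0.747 for Chka and 0.467 for Pla2g15. Leaving out each rat in turn gave log2 fold changes from 0.021 (without control rat 4) to 0.53 (without control rat 1) for Chka and from 0.18 (without control rat 3) to 0.46 (without control rat 1) for Pla2g15.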

Genes encoding enzymes involved in phosphatidylcholine synthesis, including *Chka* and *Pla2g15*, were up-regulated in the livers of HP diet-fed rats. *Cds1*, which encodes an enzyme that catalyzes phosphatidylinositol synthesis, was also up-regulated in the livers of rats fed the HP diet, whereas *Pik3r1* and *Pi4k2a* were down-regulated.

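Cds1, CDP-diacylglycerol synthase, had a log2 value of 7.47 ± 0.22 (SD, n = 4) on the control diet and 7.72 ± 0.09 (SD, n = 4) on the HP diet (1.19-fold, FDR 0.0466 by rank products). Pik3r1, the regulatory subunit of phosphoinositide 3-kinase, had 7.65 ± 0.18 and 7.36 ± 0.05, with all HP rats below all control rats (0.817 times the control level, FDR 0.0131). Pi4k2a, a phosphatidylinositol 4-kinase, had 7.50 ± 0.07 and 7.24 ± 0.16 (0.833 times, FDR 0.0212). The adjusted p of limma over all probe sets was 0.407, 0.333 and 0.352 for these 3 genes.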

On the other hand, some genes related to phospholipid metabolism were down-regulated in the livers of rats fed the HP diet. These included *Etnk1*, which encodes an enzyme involved in phosphatidylethanolamine synthesis, *Pigx*, *Pigu*, and *Gpld1*, which encode enzymes involved in glycosylphosphatidylinositol anchor metabolism, and *Gpd1* and *Gpd2*, which encode enzymes involved in lipid and carbohydrate metabolism.

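Etnk1, ethanolamine kinase, was at 0.836 times its control level (log2 fold change -0.26, standard error 0.14, FDR 0.0246 by rank products). A second probe set of Etnk1 had a log2 fold change of -0.13 and was not called (FDR 0.0914). Among genes of glycosylphosphatidylinositol anchors, Pigu was at 0.852 times (log2 fold change -0.23, standard error 0.12, FDR 0.0403), and Pigx was 1.20-fold higher, at 9.38 ± 0.07 (SD, n = 4) on the control diet and 9.64 ± 0.04 (SD, n = 4) on the HP diet with no overlap (FDR 0.0105). The measured probe set of Gpld1, the phospholipase that cleaves such anchors, was almost constant at a mean of 10.43 on both diets. Of the glycerol-3-phosphate dehydrogenases, the mitochondrial Gpd2 had a log2 fold change of 0.21 (standard error 0.16, FDR 0.0407). A second probe set of Gpd2 had a log2 fold change of 0.17 and was not called (FDR 0.171). The cytosolic Gpd1 had one of -0.08 (standard error 0.14) that did not pass (FDR 0.337). When each rat in turn was left out, log2 fold changes ran from -0.32 (without HP rat 3) to -0.11 (without HP rat 4) for Etnk1, from 0.076 (without HP rat 4) to 0.32 (without control rat 1) for Gpd2 and from -0.21 (without control rat 1) to 0.031 (without control rat 4) for Gpd1.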

### Biochemical analysis of lipids in serum and liver

To confirm the results from DNA microarray analysis regarding changes in lipid metabolism in the livers of rats fed the HP diet, we measured lipid biochemical parameters in the serum and liver as well as the proportions of fatty acids in the liver.

There were no significant differences between rats fed the HP diet and those fed the control diet in terms of the serum concentrations of lipids, total cholesterol (T-CHO), esterified cholesterol (E-CHO), triacylglycerol (TG), phospholipid (PL), low-density lipoprotein cholesterol (LDL-C), high-density lipoprotein cholesterol (HDL-C), non-esterified fatty acid (NEFA), and total ketone body (T-KB) (S2 Fig). There were also no significant differences in serum glycerol concentration (S3 Fig).

There were no significant differences between rats fed the HP diet and those fed the control diet in terms of hepatic concentrations of PL, T-CHO, E-CHO, and TG (data not shown). However, the proportion of omega-3 and -6 essential fatty acids in the liver was significantly higher in HP diet-fed rats than in control diet-fed rats (Fig 4). Among non-essential fatty acids, the percentages of C8:0, C12:0, C14:0, C14:1, C16:0 (palmitic acid), C16:1 (palmitoleic acid), and C18:1 (n-9) (oleic acid) were lower, whereas the percentages of C17:0, C18:0 (stearic acid), C20:0, C22:0, and C23:0 were significantly higher, in the livers of HP diet-fed rats than in those of control diet-fed rats (Table 3). Among essential fatty acids, the proportions of C18:3 (n-6) (γ-linolenic acid), C20:4 (n-6) (arachidonic acid), and C20:5 (n-3) (eicosapentaenoic acid; EPA) in the liver were significantly higher in HP diet-fed rats than in control diet-fed rats (Table 4).

**Fig 4:**
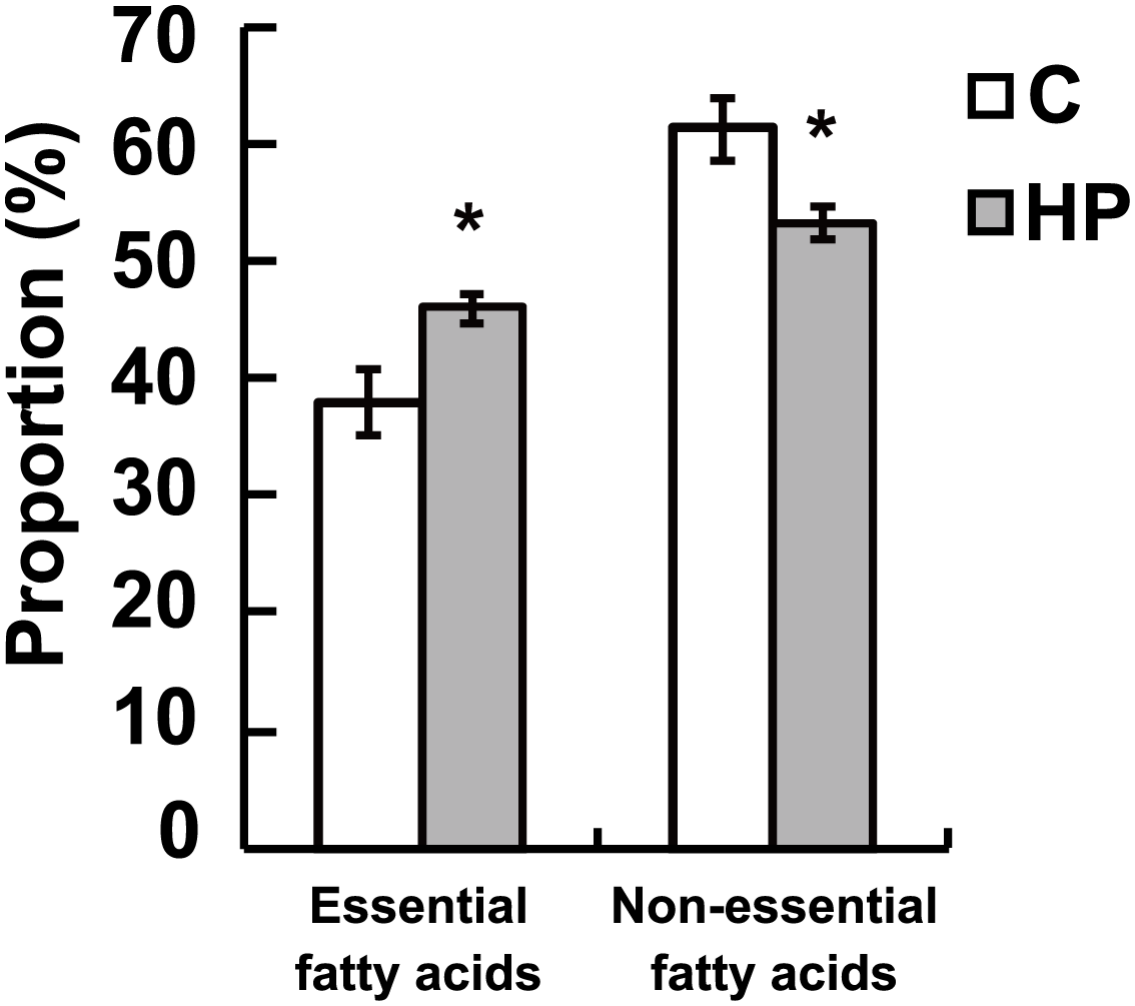
Altered hepatic fatty acid composition in response to the high phosphorous (HP) diet. Proportions of essential and non-essential fatty acids in the liver. The percent compositions were calculated based on the fatty acid content from 32 detected peaks. Data represent means ± standard error (*n* = 6). * *p* < 0.05 vs. control group. C, rats fed the control diet; HP, rats fed the HP diet.

**Table 3:** Alterations in hepatic non-essential fatty acid composition in response to the HP diet.

	composition(%)	
Fatty acid	C	HP
Caprylic acid (C8:0)	0.0045 ± 0.0005	0.0026 ± 0.0006*
Capric acid (C10:0)	0.0074 ± 0.0005	0.0077 ± 0.0005
Undecanoic acid (C11:0)	0.0028 ± 0.0003	0.0035 ± 0.0004
Lauric acid (C12:0)	0.0191 ± 0.0007	0.0158 ± 0.0007*
Myristic acid (C14:0)	0.7227 ± 0.0754	0.4672 ± 0.0441*
Myristoleic acid (C14:1)	0.0393 ± 0.0086	0.0171 ± 0.0047*
Pentadecanoic acid (C15:0)	0.1087 ± 0.0057	0.1101 ± 0.0040
*cis*-10-Pentadecenoic acid (C15:1)	0.0044 ± 0.0011	0.0038 ± 0.0007
Palmitic acid (C16:0)	26.88 ± 1.60	22.46 ± 0.54*
Palmitoleic acid (C16:1)	5.414 ± 0.772	2.709 ± 0.317*
Heptadecanoic acid (C17:0)	0.1493 ± 0.0089	0.2075 ± 0.0118*
*cis*-10-Heptadecenoic acid (C17:1)	0.1076 ± 0.0084	0.0733 ± 0.0145
Stearic acid (C18:0)	11.78 ± 0.73	14.96 ± 0.59*
Elaidic acid (C18:1n9t) + Oleic acid (C18:1n9c)	15.74 ± 1.08	11.81 ± 1.04*
Arachidic acid (C20:0)	0.0379 ± 0.0035	0.0541 ± 0.0027*
*cis*-11-Eicosenoic acid (C20:1)	0.1586 ± 0.0166	0.1421 ± 0.0039
Heneicosanoic acid (C21:0)	0.2808 ± 0.0387	0.3486 ± 0.0225
*cis*-11,14-Eicosadienoic acid (C20:2)	0.0193 ± 0.0013	0.0197 ± 0.0012
Behenic acid (C22:0)	0.0147 ± 0.0013	0.0213 ± 0.0011*
Erucic acid (C22:1n9)	0.0118 ± 0.0031	0.0142 ± 0.0042
Tricosanoic acid (C23:0)	0.0099 ± 0.0028	0.0044 ± 0.0017
*cis*-13,16-Docosadienoic acid (C22:2)	0.0060 ± 0.0008	0.0089 ± 0.0007*
Lignoceric acid (C24:0)	0.0349 ± 0.0112	0.0259 ± 0.0016
Nervonic acid (C24:1)	0.1393 ± 0.0145	0.1582 ± 0.0073

The percent fatty acid compositions were calculated based on the total contents of 32 detected fatty acids. Data represent means ± SE (*n* = 6).

*p <0.05 vs. control group.

**Table 4:** Alterations in hepatic essential fatty acid composition in response to the HP diet.

	composition(%)	
Fatty acid	C	HP
Linoleic acid (C18:2n6c)	15.00 ± 1.17	17.43 ± 0.30
γ-Linolenic acid (C18:3n6)	0.1877 ± 0.0061	0.2192 ± 0.0108*
Linolenic acid (C18:3n3)	0.4989 ± 0.0522	0.5612 ± 0.0187
*cis*-8,11,14-Eicosatrienoic acid (C20:3n6)	0.5113 ± 0.0421	0.5610 ± 0.0145
*cis*-11,14,17-Eicosatrienoic acid (C20:3n3)	0.0312 ± 0.0042	0.0347 ± 0.0024
Arachidonic acid (C20:4n6)	16.98 ± 1.34	21.61 ± 1.01*
*cis*-5,8,11,14,17-Eicosapentaenoic acid (C20:5n3)	0.2690 ± 0.0262	0.3970 ± 0.0362*
*cis*-4,7,10,13,16,19-Docosahexaenoic acid (C22:6n3)	4.838 ± 0.471	5.547 ± 0.259

The percent fatty acid compositions were calculated based on the total contents of 32 detected fatty acids. Data represent means ± SE (*n* = 6).

*p <0.05 vs. control group.

### Upstream regulator analysis

Fig 5 shows a bioinformatic evaluation of upstream regulators of DEGs using Ingenuity Pathway Analysis (IPA; Ingenuity H Systems, Redwood City, CA, USA; http://www.ingenuity.com). The IPA program consists of the Ingenuity Pathway Knowledge Base derived from known functions and published gene interactions. In this analysis, z-scores of >2 were regarded as significantly up-regulated, and those of <2 were regarded as significantly down-regulated. 

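Target genes of PPARα, the receptor that fatty acids activate, were higher in HP rats as a group, while targets of SREBP1 were mixed. Of 37 measured targets of PPARα, 22 were higher on the HP diet by rank products and 0 were lower. By limma 0 passed over all probe sets, 19 were higher and 0 lower at an unadjusted p under 0.05, and 17 were higher when adjusted over the list alone; in 12 every HP rat lay above every control rat. Beyond the genes of β-oxidation, which make up part of this list, the higher targets included Plin5, a lipid droplet protein (log2 fold change 0.35, standard error 0.15), and, chosen after their values were seen, Vnn1, a pantetheinase (0.62), Pex11a, which divides peroxisomes (0.53), Ephx2, the soluble epoxide hydrolase (0.44), Angptl4, an inhibitor of lipoprotein lipase (0.38), and Pdk4, which holds back pyruvate oxidation (0.31). Pdk4 overlapped widely between the diets (adjusted p = 0.749 by limma). Its log2 values were 11.43, 10.43, 9.73 and 10.71 in the control rats and 11.3, 10.83, 11.44 and 9.98 in the HP rats. The shift of the list had a mean log2 fold change of 0.34 and a camera adjusted p of 3.86e-15, and with an estimated correlation the adjusted p = 0.072. Many of the 22 higher targets are genes that Table 1 gives as higher. The list was written after the values of the supplementary tables had been seen, so its count and shift are not independent of the paper's selection. Of 14 measured targets of SREBP1, 8 were lower and 2 higher by rank products. Lpin1, a phosphatidate phosphatase, had a log2 fold change of -0.50 (standard error 0.36), which ran from -0.79 (without HP rat 3) to -0.12 (without HP rat 4). By limma 0 of the 14 passed over all probe sets, 1 was higher and 0 lower at an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. The SREBP1 list was not called as a set (mean log2 fold change -0.18, camera adjusted p = 0.529, and adjusted p = 0.803 with an estimated correlation), with a range from 0.0236 without control rat 1 to 0.993 over the alternatives; without HP rat 1 the direction of the set test turned upwards (adjusted p = 0.989). The knowledge base behind the z-scores was not used here, so these lists, written from general knowledge of each factor's targets, stand in for its regulons.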

Activation of peroxisome proliferator-activated receptor alpha (PPARα) was predicted to be up-regulated (z-score >2) by DEGs, while activation of SREBP1 and SREBP2, which regulate the synthesis of fatty acids and cholesterol, respectively, was predicted to be down-regulated (z-score <2).

**Fig 5:**
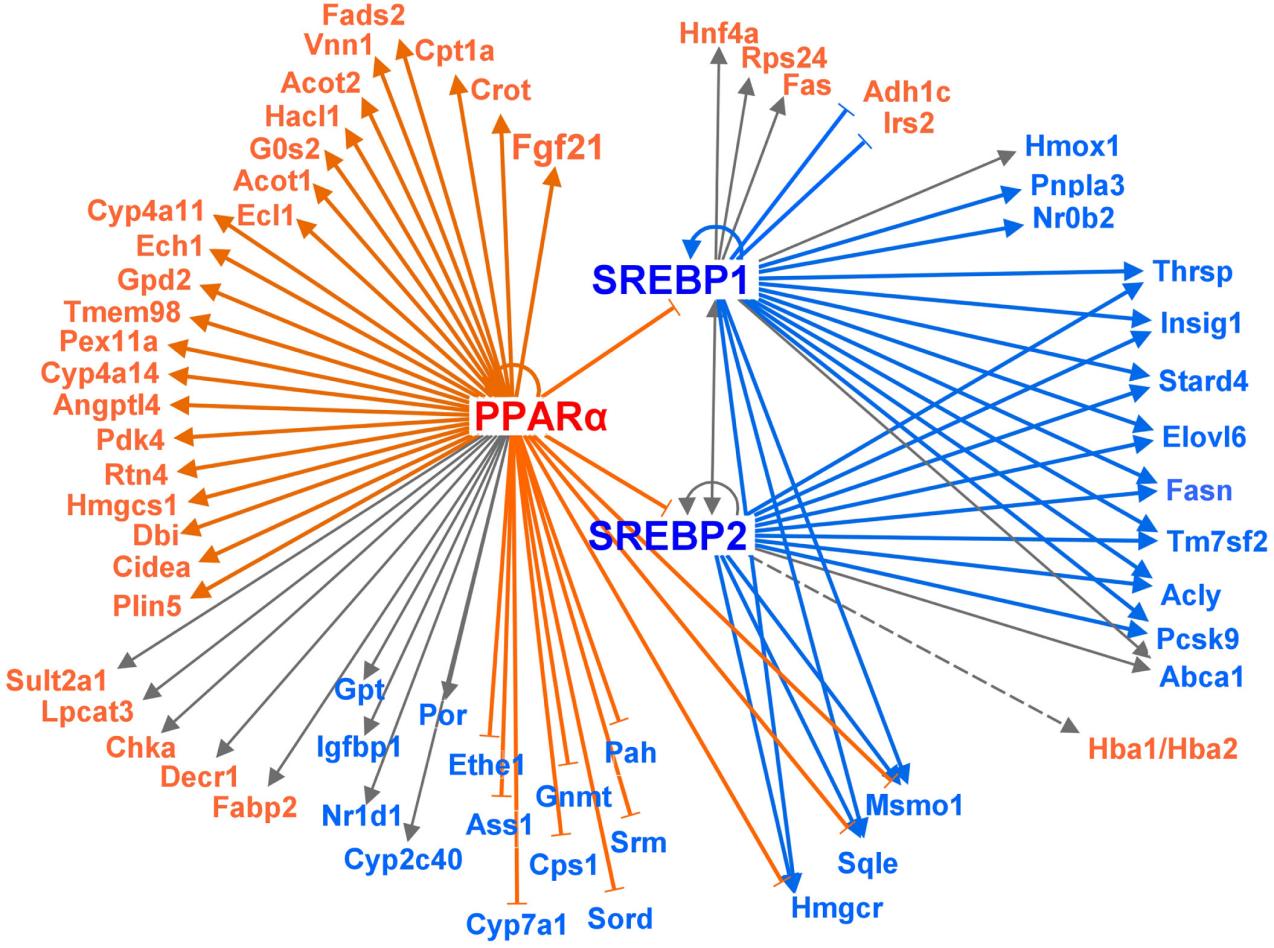
Evaluation of transcription factor activation involved in lipid metabolism. Enzymes and factors whose mRNA expression is higher and lower in the livers of high phosphorous (HP) diet-fed rats are shown in orange and blue, respectively, in comparison to their expression in the livers of control diet-fed rats. Gray lines indicate that it is unpredictable whether expression of the given enzyme/factor is increased or decreased by the HP diet. Dotted lines indicate indirect regulation. Activation of peroxisome proliferator-activated receptor alpha (PPARα) is predicted to be up-regulated (z-score >2), while activation of SREBP1 and SREBP2 is predicted to be down-regulated (z-score <2).

### FGF21 serum concentration

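Among all probe sets ordered by their rank product for higher expression on the HP diet, that of Fgf21 was number 4, after those of Acot1 and Mt2A and a probe set with no gene named here. Ordered by the log2 fold change it was number 8, and by the moderated t of limma number 11. With 1 rat left out its rank by rank product lay between 3 and 8; it was 8 without control rat 1 and 7 without HP rat 4.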

In the DNA microarray data, *Fgf21* showed the fourth highest change in expression among up-regulated DEGs (S1 Table); therefore, we measured the FGF21 serum concentration by ELISA. The FGF21 serum concentration was higher in HP diet-fed rats (*p* = 0.054) than in control diet-fed rats (Fig 6).

**Fig 6:**
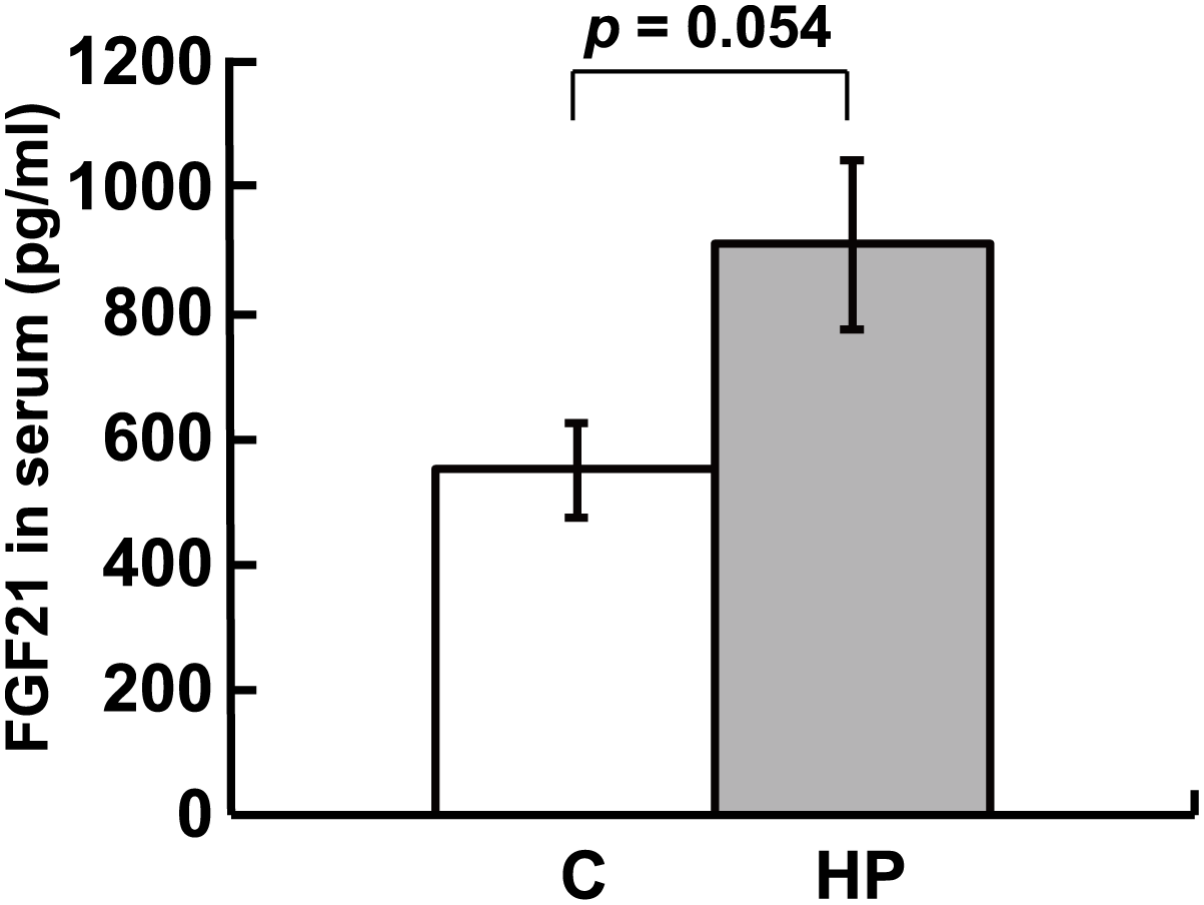
Concentration of serum fibroblast growth factor 21 (FGF21) in response to the high phosphorus (HP) diet. Data represent means ± standard error (*n* = 5 or 6). C, rats fed the control diet; HP, rats fed the HP diet.

### Change in white adipose tissue (WAT) weight

We also measured the weight of epididymal WAT. The weight of WAT in rats fed the HP diet was significantly lower than in those fed the control diet (Fig 7).

**Fig 7:**
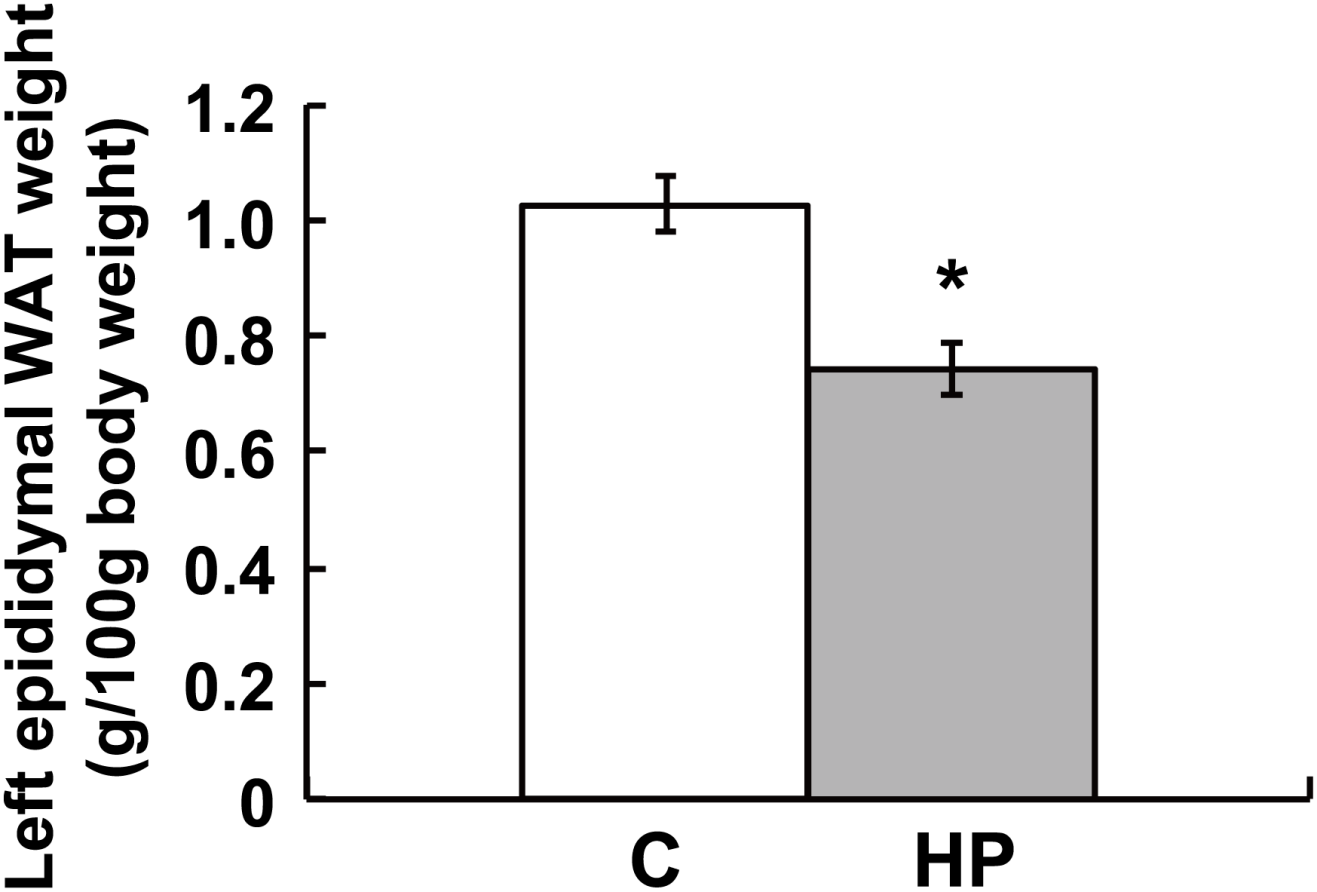
Change in weight of WAT in response to the high phosphorus (HP) diet. Data represent means ± standard error (*n* = 5 or 6). C, rats fed the control diet; HP, rats fed the HP diet.

## Discussion

In this study, we showed that a HP diet probably promotes energy expenditure via the utilization of fatty acids in rat liver; and we also confirmed that the weight of epididymal WAT was significantly lower in HP diet-fed rats. To our knowledge, there are no previous studies of the relationship between HP diet and energy metabolism, while many studies have investigated changes in homeostasis regulation in response to a HP diet. Our DNA microarray analysis revealed that fatty acid oxidation was enhanced in the livers of rats fed a HP diet. Moreover, the HP diet had a tendency to increase the serum concentration of FGF21, which promotes energy expenditure. These results suggest that a HP diet induces a fasting state-like hepatic gene expression profile.

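Alongside the oxidation genes, transcripts of other pathways that respond to fasting were measured. Of 6 measured genes of gluconeogenesis, rank products called 1 higher, Ppargc1a, the coactivator induced in the fasted liver (1.22-fold, FDR 0.0279), and 1 lower, Foxo1, a transcription factor restrained by insulin (0.853 times the control level, FDR 0.0349). Pck1, the enzyme that commits oxaloacetate to glucose, had a log2 fold change of -0.07 and did not pass. By limma 0 of the 6 passed, 0 were higher and 1 lower at an unadjusted p under 0.05, 0 passed when adjusted over the list alone, and the list was not called as a set (camera adjusted p = 0.475). Of ketogenesis 2 genes were measured, too few for a set test: Acat1 had a log2 fold change of 0.08 (standard error 0.05) and Bdh1 0.09 (standard error 0.05), and neither was called by rank products or limma. The 6 measured genes of glycolysis all had negative log2 fold changes, with none called by rank products (0) or by limma (0, and 0 at an unadjusted p under 0.05), and the set was not called (mean -0.06, camera adjusted p = 0.475); Pklr, the liver pyruvate kinase, had -0.16 (standard error 0.10). Over the rats left out in turn, log2 fold changes ran from 0.13 (without HP rat 3) to 0.41 (without control rat 1) for Ppargc1a, from 0.049 (without control rat 2) to 0.11 (without control rat 4) for Acat1, from 0.057 (without HP rat 4) to 0.10 (without control rat 4) for Bdh1 and from -0.23 (without control rat 4) to -0.095 (without control rat 2) for Pklr. From the higher expression of genes of fatty acid oxidation in the liver, together with a tendency towards higher serum FGF21, the paper proposes that the HP diet brings about a hepatic expression profile like that of fasting. The paper also likens the lower expression of genes of fatty acid and cholesterol synthesis to fasting. Here those lists were not called as sets (camera adjusted p = 0.259 and 0.675), although fatty acid synthesis was called under some alternatives. From the lower expression of genes of amino acid breakdown and the urea cycle the paper proposes less use of amino acids for energy.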

Our previous study demonstrated that DNA microarray analysis is an appropriate method to comprehensively evaluate the effects of a HP diet on the kidney, such as the changes in mRNA expression levels of genes involved in calcification, fibrillization, and inflammation, reporting the novel effects of such a diet on phosphate homeostasis regulation [13]. In the present study, we used livers of animals that were the same as those used in this previous study. Rats were fed a diet containing 1.2% phosphorus, which is 4-fold higher than the amount of phosphorous in the AIN-93G control diet, for 24 days. There were no significant differences between rats fed the control diet and those fed the HP diet in terms of final food intake; accordingly, it was considered appropriate to evaluate the effects of the HP diet on hepatic gene expression using a DNA microarray. In our previous study, a large amount of phosphorus passed through the bodies of HP diet-fed rats, indicating that phosphorus absorption, as well as urinary phosphorus excretion, was significantly increased. Thus, it can be assumed that the livers of rats fed the HP diet are exposed to high concentrations of phosphates, at least transiently. We examined the expression data for known phosphate transporters, but found no significant change except for one probe set (Slc20a2; PiT-2) (S3 Table). 

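Hepatic transcripts of phosphate transporters differed little between the diets. The array held 13 probe sets of 11 genes of phosphate transport, of which 6 probe sets were almost constant over the 8 rats, among them those of Slc34a1, Slc34a3, Slc17a1 and the phosphate exporter Xpr1. Of the 7 tested probe sets limma called 0, with 0 higher and 1 lower at an unadjusted p under 0.05, and rank products called 2 lower. The first was Slc20a2, the sodium-phosphate cotransporter PiT-2, with a log2 value of 8.45 ± 0.09 (SD, n = 4) on the control diet and 8.31 ± 0.03 (SD, n = 4) on the HP diet (log2 fold change -0.14, standard error 0.06, FDR 0.0499, adjusted p = 0.398 by limma). It was called with the values as deposited and after centring each array on the median of its probe sets spanning at least 0.05. It was called under none of the other settings of rank products, which include leaving out each rat in turn. A second probe set of Slc20a2 was almost constant. The second was Ankh, the progressive ankylosis protein that exports ATP and pyrophosphate, with a log2 fold change of -0.28 (standard error 0.11, FDR 0.0227). Slc20a1, or PiT-1, had a log2 fold change of -0.05 (standard error 0.11), Slc17a2 0.07 (0.10) and Slc17a4 -0.13 (0.14). Leaving out each rat in turn gave log2 fold changes from -0.14 (without HP rat 4) to -0.0025 (without control rat 4) for Slc20a1, from 0.013 (without HP rat 3) to 0.14 (without control rat 4) for Slc17a2 and from -0.26 (without control rat 4) to -0.046 (without HP rat 2) for Slc17a4. Slc17a3 had 0.04 (-0.013 without control rat 1), and Slc34a2 had -0.03, which was 0.042 and 0.075 without control rats 1 and 3 and 0.11 and 0.074 without HP rats 2 and 3. As a set the 7 genes were not called (camera adjusted p = 0.475, range 0.302 to 0.719 over the alternatives).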

Although rats have a bile duct for excretion, these data suggest that the liver does not contribute appreciably to phosphate homeostasis.

GO terms that were significantly enriched among DEGs belonged to two regarding categories: amino acid metabolism and lipid metabolism (Fig 1). The liver plays a pivotal role in energy homeostasis regulating carbohydrate, lipid, and amino acid metabolism, and there is cross-talk among these three metabolic pathways. In this study, we found that a HP diet altered the expression of genes involved in lipid and amino acid metabolic processes.

HP diets reduce nitrogen retention and protein synthesis [15, 19], which indicates that such a diet can affect amino acid metabolism. In the present study, DNA microarray analysis showed that genes encoding proteins that regulate amino acid catabolism and the urea cycle were down-regulated in the livers of rats fed the HP diet (S2 Table; Fig 2). The down-regulation of several aminotransferases, which catalyze amino group transfer in the catabolic pathway of Cys, Ser, Gly, Met, Trp, Phe, Tyr, and Val, indicates that amino acid catabolism was suppressed in rats fed the HP diet. Moreover, expression of *Cps1*, *Gpt1*, and *Gpt2* was down-regulated in the livers of HP diet-fed rats, showing that the urea cycle was suppressed. *Cps1* encodes an enzyme that catalyzes the committed step of the urea cycle, whereas *Gpt1* and *Gpt2* encode enzymes that catalyze the transamination reaction in the glucose-alanine cycle, which exports amino acid catabolites from muscle to the urea cycle [20]. These results suggest that a HP diet reduces the use of amino acids as an energy source.

Interestingly, the expression of a large number of genes involved in lipid metabolism was significantly changed in the livers of rats fed the HP diet (Table 1; Fig 3). Specifically, genes involved in fatty acid β-oxidation were up-regulated, whereas those involved in the biosynthesis of fatty acids and cholesterol were down-regulated. These changes in gene expression are similar to those that occur during fasting. The HP diet induced increased expression of *Cpt1a*, which encodes a rate-limiting enzyme for β-oxidation, together with that of many genes involved in the catabolism of fatty acids into acetyl-CoA. These results indicate that whole body energy was acquired via fatty acid β-oxidation in HP diet-fed rats. In addition, these data are in accordance with the down-regulation of genes related to fatty acid and cholesterol synthesis in HP diet-fed rats, including *Srebf1*, which encodes a transcription factor for the control of lipid biosynthesis, as well as *Fasn*, *Elovl6*, *Hmgcr*, *Sqle*, *Sc4mol*, and *Cyp7a1* (Fig 3). By contrast, the genes encoding Elovl2 and Fads2, which catalyze the elongation and desaturation reactions, respectively, of the essential fatty acids omega-3 and -6 were up-regulated in the livers of rats fed the HP diet. Taken together, these findings suggest that the fatty acid composition was altered in the livers of HP diet-fed rats. The proportion of essential fatty acids, including omega-3 and -6, was increased in the livers of HP diet-fed rats (Fig 4), which was owing to the increased concentrations of γ-linolenic acid, arachidonic acid, and EPA (Table 4). Omega-3 and -6 are agonists of PPARα, a transcription factor that regulates fatty acid β-oxidation. EPA activates PPARα robustly [21], and omega-3 and -6 suppress SREBP activity indirectly [22]. Taken together, our data suggest that a HP diet induces increased levels of omega-3 and -6 fatty acids and activation of PPARα, although it is unknown whether the former is a cause or a consequence of the latter. Moreover, IPA of upstream regulators revealed the up-regulation of *PPARα* and the down-regulation of *SREBP1* and *SREBP2*, which encode transcription factors involved in the regulation of fatty acid and cholesterol synthesis, respectively, in the livers of HP diet-fed rats based on changes in the expression of their target genes (Fig 5). This bioinformatic evaluation indicates that alteration of the gene expression profile, such that fatty acid metabolism is increased, is regulated by the aforementioned upstream transcription factors in response to the HP diet. It was difficult to determine whether the HP diet directly altered hepatic fatty acid composition in the current study; however, the increased levels of omega-3 and -6 fatty acids indicate that fatty acid metabolism was increased. Further studies are required to explain the correlation between increased levels of omega-3 and -6 fatty acids and fatty acid β-oxidation induced by a HP diet.

There were no statistically significant changes in the serum concentrations of NEFA and T-KB, which are byproducts in the breakdown of fatty acids to generate energy in the liver, between rats fed the HP diet and those fed the control diet (S2 Fig). In addition, we examined whether hepatic expression of Cpt1a and Fasn protein was altered by the HP diet. However, there were no statistically significant changes in the expression of these genes at the protein level (S4 Fig). We postulate that the effects of a diet containing 1.2% phosphorous on lipid metabolism accumulate gradually over a period of 24 days; therefore, we could not detect the changes in serum concentrations of lipid markers at 24 days.

Next, we focused on a PPARα target gene, *Fgf21*, because it could be an important indicator of energy expenditure. The hormone FGF21 is secreted from the liver into the blood and increases energy expenditure [23]. FGF21 is an atypical member of a subfamily of FGFs that function as endocrine hormones [24, 25], is involved in the regulation of adipocyte lipolysis, and inhibits hepatic lipogenesis [26, 27]. In our DNA microarray analysis, *Fgf21* showed the fourth highest change in expression among up-regulated DEGs (S1 Table); therefore, we measured the FGF21 serum concentration by ELISA. The FGF21 serum concentration was higher (*p* = 0.054) in rats fed the HP diet than in those fed the control diet (Fig 6). This suggests that the HP diet enhanced the utilization of free fatty acids released by lipolysis of WAT. Indeed, the weight of WAT was significantly decreased in rats fed the HP diet (Fig 7). On the other hand, serum glycerol concentration did not change significantly (S3 Fig) and this observation coincided with those of serum TG and NEFA. These results suggest that the lipolysis of WAT is a gradual change, while glycerol and NEFA produced by HP diet-induced lipolysis are rapidly catabolized.

*In vivo* FGF21 expression was recently shown to be induced by environmental and tissue stresses such as fasting [28], cold exposure, autophagy deficiency in the liver [29], and PPARα agonist treatment [30]. HP diets induce mineral imbalance [31–33] and nitrogen imbalance [15, 19], and could therefore be regarded as an environmental stress. Therefore, a HP diet likely enhances energy expenditure through fatty acid utilization by inducing FGF21 expression.

In summary, our DNA microarray analysis revealed that a HP diet promotes energy expenditure through fatty acid utilization in rat liver. In accordance with this, we confirmed that a HP diet increased the serum concentration of FGF21. Moreover, we observed changes in fatty acid composition that corresponded to changes in the transcriptome, namely, increased hepatic levels of omega-3 and -6 fatty acids. Although further studies are required to clarify the molecular mechanism linking the dietary phosphate level to fatty acid metabolism, these findings provide novel insights into the physiological effects of a HP diet.

## Materials and Methods

### Animals and diets

Liver and blood samples acquired in our previous study [13] were used in the current study. In brief, 4-week-old male Wistar rats were individually housed in metabolic cages under controlled conditions of 22 ± 1°C and a 12 hour light/dark cycle (lights on from 08:00 to 20:00 daily). The control diet, which contained 0.3% phosphorous, and the HP diet, which contained 1.2% phosphorous, were prepared based on the composition of the AIN-93G diet [34]. After 7 days of acclimatization, rats were divided into two groups (n = 5 per group) and fed the control or HP diet for 24 days. The animals were allowed access to food *ad libitum* and had free access to water (Milli-Q). On Day 24, all rats were sacrificed under anesthesia, and blood and liver samples were taken for analysis. Serum samples were stored at −20°C, and tissue samples were frozen in liquid nitrogen immediately after excision and stored at −80°C until use. For measurements of fatty acid composition, serum FGF21 and glycerol concentrations, and epididymal WAT weight, an additional experiment was performed (n = 6 or 7) as described above. Serum biochemical parameters were similar in both experiments; therefore, the data presented are from the latter. The protocol for animal experiments was approved by the Animal Use Committee of the Faculty of Agriculture at The University of Tokyo (approval numbers: P09-283 and P11-597).

### DNA microarray

Total RNA was isolated from liver using TRIzol reagent (Invitrogen Life Technologies, Carlsbad, CA) and purified using an RNeasy Mini Kit (Qiagen K.K., Tokyo, Japan). The quality and quantity of purified total RNA were confirmed by agarose gel electrophoresis and spectrophotometry, respectively. DNA microarray analysis of the liver was performed for four rats that had undergone DNA microarray analysis of the kidney in our previous study [13]. DNA microarray analysis was performed as described previously [13]. All microarray data are MIAME compliant and have been deposited in a MIAME compliant database, the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/, GEO Series accession number GSE71201), as detailed on the FGED Society website (http://fged.org/projects/miame/).

### DNA microarray data analysis

CEL files were quantified with FARMS [17] using statistical language R [35] (http://www.r-project). Principal component analysis [36] was performed using the prcomp() function in R. The RP method [18] was applied to quantified data to identify DEGs, with the number of permutations set at 1,000. Probe sets presenting an FDR <0.05 were regarded as having significantly different expression levels between the two groups.

Gene-annotation enrichment analysis of DEGs was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov/) [37] and QuickGO (http://www.ebi.ac.uk/QuickGO/) [38]. EASE scores, which are modified Fisher’s exact test *p*-values [39], were used to evaluate statistically over-represented GO terms from the DEGs. Benjamini and Hochberg FDR corrections for multiple testing [40] were used to correct the results. GO terms with FDR-corrected *p-*values of <0.05 were regarded as significantly enriched.

To evaluate alterations in transcription factor activation, DEGs were imported into the IPA tool (Ingenuity H Systems), and upstream regulator analysis was performed. A z-score of >2 was regarded as significantly up-regulated, and a z-score of <2 was regarded as significantly down-regulated.

### Fatty acid composition analysis

Freeze-dried rat liver samples were homogenized using a ball mill mixer (MM301; Retsch, Haan, Germany) for 3 min at 20 Hz with cooling using liquid nitrogen. Each 5 mg of homogenate was spiked with 100 μL of internal standard solution (1 mg/mL tridecanoic acid prepared in a 1:1 (v/v) solution of chloroform:methanol). A fatty acid methylation kit (Nacalai Tesque, Japan) was used to methylate and purify fatty acids in liver samples. The resultant solution was subjected to gas chromatography (GC)/mass spectrometry (MS) to measure fatty acid methyl esters.

GC/MS analyses were performed using an Agilent 7000B GC/MS TripleQuad system (Agilent Co., Palo Alto, CA, USAh). In the GC system, an OMEGAWAXTM capillary column (30 m × 0.25 mm I.D., film thickness: 0.25 μm; Sigma-Aldrich, St. Louis, MO) was used. The GC column temperature was held at 50°C for 2 min and then increased to 230°C at a rate of 4°C/min and maintained for 15 min. The inlet temperature was maintained at 250°C. The flow rate of helium gas through the column was 1 ml/min. Aliquots of 1.0 μl were injected with the split. The MS conditions were as follows: ionization voltage: 70 eV; ion source temperature: 250°C; and full scan mode in the *m*/*z* of 50–650. The identities of each peak in the chromatogram were confirmed by comparison with the mass spectra and retention times of authentic standards (FAME Mix 75m SP-2560, Sigma-Aldrich).

### Measurement of lipids and FGF21 in serum

T-CHO, E-CHO, TG, PL, LDL-C, HDL-C, NEFA, and T-KB were measured by Nagahama Life Science Laboratory (Shiga, Japan). FGF21 was measured using an ELISA kit (Biovendor, Czech Republic).

### Statistical analysis

Between-group differences except for those in the DNA microarray data were considered significant at *p* < 0.05, using a non-paired Student’s *t*-test.

## Supporting Information

S1 Fig Principal component analysis of FARMS-quantified DNA microarray data. HP, high phosphorus diet group; C, control diet group. Numbers represent independent samples. The labels on the x- and y- axes represent PC1 and PC2, respectively with proportion of variance.
(PDF) Click here for additional data file.

S2 Fig Serum lipid concentrations in response to a HP diet. (PDF) Click here for additional data file.

S3 Fig Serum glycerol concentrations in response to a HP diet. Serum glycerol concentrations were measured using Glycerol Colorimetric Assay kit (Cayman, Ann Arbor, MI, USA). C, rats fed the control diet; HP, rats fed the HP diet.
(PDF) Click here for additional data file.

S4 Fig Western blot analysis of Cpt1a and FAS protein. Hepatic expression of Cpt1a (A) and FAS (B) were analyzed by Western blotting. Left, the entire membrane image. Right, quantified band intensities. Data represent means ± standard error (*n* = 5). C, rats fed the control diet; HP, rats fed the HP diet. Details of methods are described in S1 Materials and Methods.
(PDF) Click here for additional data file.

S1 Materials and Methods Supplemental description for Western blot analysis. (DOCX) Click here for additional data file.

S1 Table A full list of differentially expressed probe sets. (XLSX) Click here for additional data file.

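S1 Table orders probe sets by the rank product, the geometric mean of the ranks that a probe set takes in every comparison of an HP array with a control array. A small rank product means that a probe set stands near the top of most comparisons, and the FDR is the number of probe sets expected to reach it when the values are permuted within each array, divided by the number that reach it. The part read here holds all 353 higher probe sets and the first 237 lower ones. Recomputed from the deposited values, each of these 590 probe sets took the rank that the table gives it, and the rank products differed by at most 0.000488%.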

S2 Table Genes related to amino acid metabolism whose expression was altered in response to a HP diet. (PDF) Click here for additional data file.

S3 Table Gene expression data of known major phosphate transporters. (XLSX) Click here for additional data file.

# Supplementary material for: A High Phosphorus Diet Affects Lipid Metabolism in Rat Liver: A DNA Microarray Analysis
**Source:** PLoS One. 2016 May 17;11(5):e0155386. doi: 10.1371/journal.pone.0155386
**Supplement:** S1 Materials and Methods

**S1 Materials and Methods**

**Materials**

Anti-carnitine palmitoyltransferase 1a (Cpt1a), anti-fatty acid synthase (FAS), anti-β-actin, horseradish peroxidase (HRP)-conjugated anti-mouse IgG, and HRP-conjugated anti-rabbit IgG antibodies were purchased from Abcam (Cambridge, UK). Other chemicals were purchased from Nacalai tesque (Kyoto, Japan).

**Western blotting**

Frozen rat liver sample (approx. 100 mg) was homogenized with Polytron homogenizer (Kinematica, Luzern, Switzerland) in 1 ml of lysis buffer [30 mM Tris-HCl, pH7.6, 150 mM NaCl, 1% Triton X-100, 10% glycerol] containing 1/100 vol. of protease inhibitor cocktail. The lysate was centrifuged at 13,200 × g for 10 min at 4°C, and then the resultant supernatant was subjected to SDS-PAGE. Proteins were transferred to an Immun-Blot^®^ PVDF membrane (Bio-Rad, Hercules, CA, USA), and the membrane was blocked with 5% BSA (Cohn Fraction V, Sigma-Aldrich, St. Louis, MO, USA) in Tris-buffered saline for 1 h. The membrane was then incubated with anti-β-actin and anti-Cpt1a, or anti-FAS antibody and washed prior to incubation with HRP-conjugated secondary antibody. Signals were visualized by chemiluminescence reactions with the SuperSignal™ West Dura kit (Thermo Scientific, Rockford, IL, USA), and the images were processed using an ImageQuant LAS 4000 lumino-image analyzer (GE Healthcare, Buckinghamshire, UK). The images were analyzed with ImageQuant TL software (GE Healthcare) to determine band intensities.

# Supplementary material for: A High Phosphorus Diet Affects Lipid Metabolism in Rat Liver: A DNA Microarray Analysis
**Source:** PLoS One. 2016 May 17;11(5):e0155386. doi: 10.1371/journal.pone.0155386
**Supplement:** S2 Table

S2 Table. Genes related to amino acid metabolism whose expression was altered in response to a HP diet.

| Probe ID                               | Gene Symbol    | Gene Title                                                                  | Average Difference | Expression |
|----------------------------------------|----------------|-----------------------------------------------------------------------------|--------------------|------------|
| <b>Amino acid catabolism</b>           |                |                                                                             |                    |            |
| 1397924_at                             | <i>Hibch</i>   | 3-hydroxyisobutyryl-Coenzyme A hydrolase                                    | 1.77E-01           | up         |
| 1372340_at                             | <i>Mat2b</i>   | methionine adenosyltransferase II, beta                                     | 1.39E-01           | up         |
| 1369864_a_at                           | <i>Sds</i>     | serine dehydratase                                                          | -1.11E+00          | down       |
| 1387178_a_at                           | <i>Cbs</i>     | cystathionine beta synthase                                                 | -1.76E-01          | down       |
| 1370936_at                             | <i>Dmgdh</i>   | dimethylglycine dehydrogenase                                               | -2.24E-01          | down       |
| 1368272_at                             | <i>Got1</i>    | glutamic-oxaloacetic transaminase 1, soluble (aspartate aminotransferase 1) | -5.17E-01          | down       |
| 1376427_a_at                           | <i>Gldc</i>    | glycine dehydrogenase (decarboxylating)                                     | -2.04E-01          | down       |
| 1370811_at                             | <i>Mpst*</i>   | mercaptopyruvate sulfurtransferase                                          | -2.29E-01          | down       |
| 1387665_at                             | <i>Bhmt</i>    | betaine-homocysteine S-methyltransferase                                    | -4.02E-01          | down       |
| 1387672_at                             | <i>Gnmt*</i>   | glycine N-methyltransferase                                                 | -1.76E-01          | down       |
| 1368720_at                             | <i>Tdo2</i>    | tryptophan 2,3-dioxygenase                                                  | -1.94E-01          | down       |
| 1396300_at,<br>1396301_x_at,1394479_at | <i>Afmid*</i>  | arylformamidase                                                             | -2.58E-01          | down       |
| 1387034_at                             | <i>Pah</i>     | phenylalanine hydroxylase                                                   | -2.36E-01          | down       |
| 1369790_at                             | <i>Tat</i>     | tyrosine aminotransferase                                                   | -8.14E-01          | down       |
| 1398514_at                             | <i>Hgd</i>     | homogentisate 1, 2-dioxygenase                                              | -2.27E-01          | down       |
| 1387307_at                             | <i>Hal</i>     | histidine ammonia lyase                                                     | -2.14E-01          | down       |
| 1368814_at                             | <i>Aldh6a1</i> | aldehyde dehydrogenase 6 family, member A1                                  | -2.12E-01          | down       |
| 1372920_at                             | <i>Prodh</i>   | proline dehydrogenase (oxidase) 1                                           | -3.96E-01          | down       |
| <b>Urea cycle</b>                      |                |                                                                             |                    |            |
| 1370151_at                             | <i>Cps1*</i>   | carbamoyl-phosphate synthetase 1                                            | -2.65E-01          | down       |
| 1370964_at                             | <i>Ass1</i>    | argininosuccinate synthase 1                                                | -2.41E-01          | down       |
| 1368272_at                             | <i>Got1</i>    | glutamic-oxaloacetic transaminase 1, soluble (aspartate aminotransferase 1) | -5.17E-01          | down       |
| 1370375_at                             | <i>Gls2*</i>   | glutaminase 2 (liver, mitochondrial)                                        | -3.12E-01          | down       |
| 1387052_at                             | <i>Gpt*</i>    | glutamic-pyruvate transaminase (alanine aminotransferase)                   | -2.13E-01          | down       |
| 1384903_at                             | <i>Gpt2*</i>   | glutamic pyruvate transaminase (alanine aminotransferase) 2                 | -2.03E-01          | down       |
| 1367729_at                             | <i>Oat*</i>    | ornithine aminotransferase                                                  | -1.95E-01          | down       |
| 1372920_at                             | <i>Prodh</i>   | proline dehydrogenase (oxidase) 1                                           | -3.96E-01          | down       |
| <b>Others</b>                          |                |                                                                             |                    |            |
| 1387725_at                             | <i>Gulo</i>    | gulonolactone (L-) oxidase                                                  | -2.98E-01          | down       |

All genes were included in GO terms that were significantly enriched ( $p < 0.05$ ) in DEGs

(Figure 1), except \*DEG not included in selected GO terms but showed the identical function.

How the deposited data were processed for this re-analysis (not part of the article)

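Liver RNA of 8 rats was analysed, 4 fed the control diet (0.3% phosphorus) and 4 fed the HP diet (1.2% phosphorus) for 24 days, with 1 array per rat. The deposited values are on a log2 scale: according to the authors, the probes of each probe set were summarised with FARMS in R 2.13.1 before the files were deposited. The normalization between arrays is not given in the sources used here, and no further normalization was added to the values. Every array had a median of 6.65. No background or detection value was used; 1.27% of the probe sets with a mean from 5 to 7 spanned at least 0.05 (log2) across the arrays, against 70.1% of those with a mean from 11 to 15, so that dim probe sets carry little measurable difference.

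Genes were named from an annotation table of the array's probe sets, and only probe sets with 1 symbol were named. Genes of the paper's tables with no probe set named in that table were not analysed here. For a gene with several probe sets, the one with the highest mean among those that span at least 0.05 (log2) stands for it in the lists; a gene that the paper names is given at the probe set printed in the paper's supplementary tables where they give one that the annotation table names, and otherwise at the probe set of the lists or, where none spans 0.05, at the one with the highest mean.

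Rank products were computed in Python 3.11.15 with numpy 2.4.6 over all probe sets and all 16 differences between an HP array and a control array, with 1000 permutations of the values within each array and an FDR under 0.05. Moderated linear models were fitted with limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend and robust estimation) over the 4155 probe sets spanning at least 0.05, control probe sets left out, with Benjamini-Hochberg adjusted p under 0.05, two-sided. Principal components were computed from all probe sets of the table, centred and not scaled, and the distance between the diets was compared with that of all 35 divisions of the rats into 4 and 4, an exact permutation test. Other software was scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and statmod 1.5.0.

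Gene lists were tested with camera of limma with a preset correlation of 0.01 between members, with adjustment within each of 4 kinds of list, and with an estimated correlation beside it. There were 52 lists: 7 main lists (amino acid catabolism, urea cycle, fatty acid β-oxidation, fatty acid synthesis, cholesterol synthesis, PPARα targets and SREBP1 targets), 28 other pathways, 6 lists taken from the paper's tables and 11 lists of cell markers. Lists with under 3 tested members were not tested, which left 41. The value of 1 list member is not reported here. The genes named with values are those past the limma threshold with no overlap between the diets (0 genes), the first 5 named genes by rank product in each direction, the genes that the paper names in its text and tables, which include the phosphate transporters, and the members of each list past the limma threshold or, since 0 passed, the 2 with the largest differences; the values of the paper's supplementary tables had been seen when this rule and the lists were written.

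The first alternative was centring each array on the median of its probe sets that span at least 0.05. The others were quantile normalization, no span filter, a span of at least 0.2, leaving out the dimmest 25% of probe sets, plain empirical Bayes, array weights, the replicate number as a block, the mean of the probe sets of a gene, and leaving out each rat in turn. The methods were tested on simulated data with the measured spreads. In 10 runs with 200 of 4155 probe sets changed, limma called 67% of changes of 0.5 (log2) and 91.2% of changes of 1, and 4.76% of its calls were false. Camera called 10 of 10 sets of 40 members raised by 0.2 and 1 of 10 unchanged sets. Rank products called 97.8% of changes of 0.5 in 5 runs, and on arrays with no change made 410.2 calls on average (373 to 452).

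The knowledge base of the upstream regulator analysis and the gene ontology tool of the paper were not used here, and no set test was run on S1 Table, of which the first 590 rows were read.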

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

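The tests of explanations in this part were all chosen after the results were seen; the tests of gene lists and of single rats were planned.

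Some rats lay far from the other 3 of their diet. Each is given with its gap to the nearest rat as a share of the range of its diet (Dixon's test) and its log2 value or score: control rat 1 for Acly (0.831, 10.62) and Cyp26b1 (0.908, 7.97); control rat 2 for Hbb (0.905, 11.64); control rat 4 for Pi4k2a (0.886, 7.40), Rtp4 (0.919, 7.66), Sdhb (0.856, 11.34) and Slc17a4 (0.907, 8.19); HP rat 1 for the fatty acid β-oxidation score (0.885, 0.05), the fatty acid synthesis score (0.892, -0.35), the PPARα targets score (0.944, 0.09) and Prodh (0.93, 9.04); HP rat 2 for Acot3 (0.886, 7.43) and Slc20a2 (0.847, 8.26); HP rat 4 for Atp8b1 (0.917, 8.33), Cyp8b1 (0.948, 11.05), Etnk1 (0.891, 8.78) and Hnf4a (0.881, 7.86). These are 17 of 296 groups of 4 rats, where chance gives 14.8.

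Gene lists on processes that the paper does not discuss shifted between the diets by camera of limma, in data outside the paper's groups. Lower on the HP diet were the chaperones of the endoplasmic reticulum (mean log2 fold change -0.14, adjusted p = 0.00108, and 0.328 with an estimated correlation), cytosolic and mitochondrial chaperones (mean log2 fold change -0.15, adjusted p = 0.00507, and 0.424 with an estimated correlation) and the proteasome (mean log2 fold change -0.086, adjusted p = 0.00641, and 0.682 with an estimated correlation). Targets of the glucocorticoid receptor (mean log2 fold change -0.24, adjusted p = 0.00297, and 0.424 with an estimated correlation), genes of the circadian clock (mean log2 fold change -0.26, adjusted p = 0.0242, and 0.328 with an estimated correlation) and genes of periportal hepatocytes (mean log2 fold change -0.21, adjusted p = 0.00844, and 0.328 with an estimated correlation), which share Sds and other members with amino acid catabolism, were lower too. Markers of Kupffer cells and macrophages were lower (mean log2 fold change -0.12, adjusted p = 0.0438, and 0.39 with an estimated correlation), and markers of sinusoidal endothelium (mean log2 fold change 0.18, adjusted p = 0.00361, and 0.129 with an estimated correlation), the respiratory chain (mean log2 fold change 0.048, adjusted p = 0.0225, and 0.682 with an estimated correlation) and ribosomal proteins (mean log2 fold change 0.036, adjusted p = 0.034, and 0.682 with an estimated correlation) were higher. The circadian shift was lost without control rat 1 (adjusted p = 0.0528) and HP rat 2 (0.0643); that of the respiratory chain without control rats 1 and 4 (0.128 and 0.0761) and HP rats 2 and 4 (0.132 and 0.0906), with no span filter (0.0927), with a span of at least 0.2 (0.0685) and with array weights (0.109); that of ribosomal proteins without control rats 1 and 2 (0.444 and 0.302) and HP rats 2 and 3 (0.132 and 0.0765), with a span of at least 0.2 (0.255) and with plain empirical Bayes (0.0686). Without control rats 1, 2 or 4 or HP rats 1, 3 or 4 the Kupffer cell markers were not called (0.28, 0.0899, 0.102, 0.0934, 0.0922 and 0.113), nor were they with array weights (0.223). With quantile normalization the periportal list had an adjusted p = 0.165 and ribosomal proteins one of 0.0633.

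Rank products called 849 probe sets between the diets, and limma called 0 (526 at an unadjusted p under 0.05). Simulated arrays with the measured spread of each probe set and no difference gave 410.2 calls by rank products, so unequal spread, ranked against permutations that pool all probe sets, could account for part of the calls. With only probe sets that span at least 0.05 ranked, 41 calls were left, so the many almost constant probe sets may widen the ranking. An effect of the diet remains open for the genes called, since simulated changes of 0.5 were also found.

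The PPARα targets and β-oxidation genes were higher on the HP diet, though neither list was called by camera with an estimated correlation (adjusted p = 0.072 and 0.0997). A common offset between arrays cannot be the whole cause. The mean log2 fold changes of the lists were 0.34 and 0.29, against a median of -0.022 over the probe sets tested by limma. The larger adjusted p of the PPARα targets under the 2 scalings was 3.62e-14. It bears little on this, since camera compares a list with the other genes, which centring moves alike. Another share of hepatocytes would move the enzymes of β-oxidation and of amino acid catabolism the same way, whereas the β-oxidation score was 0.30 higher and the amino acid score 0.17 lower on the HP diet, 0.466 apart (highest other division 0.36); that the real division ranks first here follows from its rank for each score and adds no evidence of its own. An effect of the diet on these pathways stays a hypothesis that may explain the pattern, and time of day or food intake before death, which the labels do not give, were not tested and stay open; genes of the circadian clock were lower on the same diet (camera adjusted p = 0.0242, and 0.328 with an estimated correlation; 11 of 18 by rank products).

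Lipogenic genes were low in control rat 1 and HP rat 1. A wrong diet label of control rat 1 stays open. Its amino acid catabolism score of 0.0763 lay 4.42 SD of the HP rats above the highest of them. That list holds genes that S2 Table gives as lower with this rat counted as a control. Their selection favours such a score, so the score cannot decide the question. Other values of control rat 1 go with a wrong label. Its β-oxidation and PPARα scores (0.0446 and 0.0445) lay near those of HP rat 1 (0.0545 and 0.0862). Over the probe sets that span at least 0.05, its array correlated more with those of HP rats 1, 3 and 2 (0.990, 0.988 and 0.983) than with those of the other control rats (0.968 to 0.980). A division of the rats that exchanges control rat 1 and HP rat 4 gave 1084 calls by rank products with 100 permutations, against 847 for the diets. The correlation of the array of control rat 1 with that of HP rat 4 (0.973) lay within the range of the other control rats. A biological difference between rats, such as their last meal, could be a cause and was not tested.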

How the results depend on the processing

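All tests in this part were planned. The counts of limma were 0 in both directions under every alternative, Welch's version included, with 329 to 875 probe sets at an unadjusted p under 0.05 where the span filter was kept. The separation of the diets in principal components was not called under any alternative. The 4 called main lists kept their direction and were called under every alternative but the estimated correlation, with adjusted p of 0.072 for amino acid catabolism, the urea cycle and PPARα targets and 0.0997 for β-oxidation.

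The counts of rank products, 353 higher and 496 lower, were 24 and 17 over probe sets that span at least 0.05 and 234 and 304 without the dimmest probe sets; fewer probe sets are ranked in both. With 1 rat left out they ran from 85 (HP rat 2) to 587 (control rat 1) and from 71 (control rat 3) to 538 (HP rat 1). The higher count was 127, 101 and 108 without HP rats 1, 3 and 4, and the lower count 251, 83 and 120 without control rats 1, 2 and 4; the cause was not tested. The rank of Fgf21, 4, was 8 by log2 fold change, 11 by the moderated t of limma, and between 3 and 8 with 1 rat left out (8 without control rat 1, 7 without HP rat 4). Of the phosphate transporters rank products called 2 and limma 0 (1 at an unadjusted p under 0.05).

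Fatty acid synthesis was called with no span filter (adjusted p = 0.0259) and with array weights (adjusted p = 0.0362), and ranged from 0.00522 without control rat 1 to 0.989 without HP rat 1. Cholesterol synthesis ranged from 0.397 to 0.989 with 1 rat left out and was reversed without control rat 3 (0.931). SREBP1 targets ranged from 0.0236 without control rat 1, where they were called, to 0.993, and were reversed without HP rat 1 (0.989). The paper's list of fatty acid biosynthesis ranged from 0.0821 to 0.672 with 1 rat left out, and was reversed without control rat 1 (0.672). The cause was not tested.

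Some log2 fold changes changed sign, in 33 values, and the cause was not tested. One was that of Nr0b2 (-0.28), which rank products called lower (FDR 0.0156). With 1 rat left out the ranges were -0.01608 to 0.09838 for Anxa4, -0.03234 to 0.05247 for Apoa1, -0.1078 to 0.05142 for Atp8b1, -0.05799 to 0.1682 for Ccnd1, -0.08833 to 0.126 for Cdk1, -0.04874 to 0.04373 for Cyp27a1, -0.01541 to 0.01749 for Fgb, -0.2134 to 0.03138 for Gpd1, -0.5785 to 0.02258 for Nr0b2, -0.01348 to 0.07984 for Slc17a3 and -0.2593 to 0.1097 for Slc34a2. With array weights Apoa1 had -0.005672, Ccnd1 -0.01143 and Cyp27a1 0.0359. With centred medians Atp8b1 had 0.004074 and Cyp27a1 0.01677, and with quantile normalization Cyp27a1 had 0.002235. Of the other values of named genes 2210 kept their direction and side of the threshold and 101 passed by rank products what limma did not call. Of those of gene lists 394 kept theirs, 45 lost the call, 8 gained it and 3 were reversed.

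The replicate numbers do not pair the rats: of 4 same-numbered pairs 1 had a correlation of deviations over 0.1 (-0.197 to 0.479), and 2 of 8 arrays correlated best with their own number. With the number as a block, fatty acid synthesis had an adjusted p = 0.026, Kupffer cell markers one of 0.0521 and ribosomal proteins one of 0.0763, and rank products over same-numbered pairs called 435 and 555.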

Differences from the paper's values

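Most average differences in the paper's tables equal the values here: of 73 genes compared, 65 were equal after rounding to 3 digits and 8 were not. The 8 were compared at the probe set with the highest mean, among those that span at least 0.05 where the gene has any, since the supplementary tables as read give none for them that is named here. For Nr5a2 (the paper's -0.218, here -0.167) and Abca1 (the paper's -0.209, here -0.171) the gap lies within the spread between rats, and another probe set of each, looked at after the values were seen, gives the paper's value. For the other 6 the gap is wider than the spread or the sign differs. None of the alternatives set before the data were examined brings the value within the spread for Acacb (the paper's 0.248, here 0.000321), Gpld1 (the paper's -0.253, here -4.07e-07), Gpam (the paper's -0.194, here -9.03e-05) and Hibch (the paper's 0.177, here 0.000119), at probe sets that are almost constant. The paper's S2 Table prints another probe set for Hibch, which the annotation table does not name, so that its 2 values come from different probe sets and say nothing of whether the paper's can be found in the data. The paper's main tables print no probe set for Acacb, Gpld1, Gpam and Gpd1, so their values may come from different probe sets too.

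For Atp8b1 (the paper's -0.242, here -0.0166) the value lies within the spread between rats without control rat 1 (-0.0342), control rat 2 (-0.0895) or HP rat 4 (-0.108), still nearer 0 than the paper's, and under no other alternative; its second probe set, looked at after the values were seen, gives -0.242. For Gpd1 (the paper's 0.149, here -0.0825) the value lies within the spread between rats only without control rat 4 (0.0314), still below the paper's.

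The paper's text calls Pigx and Gpd2 lower, its Table 2 gives them as higher, and here they had log2 fold changes of 0.26 and 0.21. The text also calls Gpd1 lower, against Table 2 (0.149); here it was lower (-0.08) and not called, at a probe set that need not be the paper's. It names Mat2b as the sole exception among amino acid genes, while its S2 Table also lists Hibch with a positive value; Mat2b was higher here too (0.14). At the paper's threshold, Hadhb (FDR 0.0504), Fabp1 (FDR 0.0531) and Oat (FDR 0.0522), which the paper lists as changed, were not called, nor were Nr5a2 (FDR 0.0843) and Abca1 (FDR 0.0722) at the probe sets used; other probe sets were called for Nr5a2 (FDR 0.0485 and 0.0408) and Abca1 (FDR 0.0413). The paper gives 271 higher and 372 lower genes and here 248 and 332 were named, among 353 and 496 probe sets in both cases.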

Other observations

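The comparisons of divisions of the rats in this part were chosen after the results were seen; the gene lists were planned.

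Among the chaperones of the endoplasmic reticulum, 9 of 20 measured genes were lower and 1 was higher by rank products; limma called 0 (0 higher and 9 lower at an unadjusted p under 0.05, 9 lower when adjusted over the list alone). Creld2 and Ero1a, which act in disulfide bond formation, had log2 fold changes of -0.34 and -0.31, with every HP rat below every control rat. Of 12 cytosolic and mitochondrial chaperones, 4 were lower by rank products, among them Hsph1 (-0.42) and Hspa4 (-0.32), and limma called 0 (6 lower unadjusted, 2 over the list alone). Of 23 proteasome genes, Psmd7 (-0.33) and Psmc4 (-0.24) were lower by rank products, and limma called 0 (3 lower unadjusted, 0 over the list alone). With 1 rat left out, Psmd7 ran from -0.41 (without control rat 2) to -0.19 (without control rat 3).

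Of 18 circadian clock genes, 11 were lower by rank products, among them Noct (-0.63), a deadenylase of the daily rhythm, and limma called 0 (1 lower unadjusted, 0 over the list alone). With 1 rat left out, Noct ran from -0.92 (without control rat 4) to -0.40 (without control rat 3). Of 22 glucocorticoid targets 14 were lower and 2 higher by rank products, and limma called 0 (6 lower and 2 higher unadjusted, 5 and 2 over the list alone). Among iron genes, Tfrc was lower and Hamp, the gene of hepcidin, had a log2 fold change of 0.56 (standard error 0.30) that rank products called higher. Hamp had 0.33 without control rat 3 and 0.80 without control rat 1. Of the sinusoidal markers, Kdr (0.26) and Stab2 (0.23) were higher by rank products; of the Kupffer cell markers Cd5l (-0.33) was lower and Cd163 (-0.20) was not called. Cd163 ran from -0.29 (without control rat 3) to -0.11 (without control rat 1), and had -0.10 with array weights. In the respiratory chain Ndufa11 (0.17) and Ndufa9 (0.15) were higher by rank products, and among ribosomal proteins Rps24 (0.15) and, chosen after its value was seen, Rps29 (0.11), while Rpl11 (0.12) was not called.

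Lists on other processes were not called by camera of limma: phosphate transporters (adjusted p = 0.475), bile acid synthesis (adjusted p = 0.597), bile acid and sterol transport (adjusted p = 0.837), gluconeogenesis (adjusted p = 0.475), glycolysis (adjusted p = 0.475), TCA cycle (adjusted p = 0.837), ATF4 targets (adjusted p = 0.357), growth hormone targets (adjusted p = 0.658), acute phase (adjusted p = 0.238), interferon response (adjusted p = 0.292), xenobiotic metabolism (adjusted p = 0.917), iron metabolism (adjusted p = 0.475), metallothioneins and zinc (adjusted p = 0.871), lipid droplet and triglyceride (adjusted p = 0.837), fibrosis and inflammation (adjusted p = 0.837), pericentral hepatocyte (adjusted p = 0.415) and markers of stellate cell and fibroblast (adjusted p = 0.202). Too few members were measured for ketogenesis, calcium, phosphate and vitamin D, proliferation, markers of hepatocyte, markers of bile duct, markers of red blood cell, markers of lymphocyte, markers of neutrophil, markers of pancreas, markers of adipocyte and markers of muscle. Of their members with the largest log2 fold changes, and of further genes that the paper names, rank products called A2m (0.49), Aldh1a1 (0.75), Eif4ebp1 (0.29), Hbb (0.24), Ifit2 (0.24), Nupr1 (0.24) and Rtp4 (0.25) higher and Gulo (-0.30) and Por (-0.53) lower; Abcb4 (0.13), Anxa4 (0.06), Apoa1 (0.02), Ccnd1 (0.06), Cdk1 (0.02), Cela1 (0.19), Cidec (-0.13), Col1a2 (0.11), Cxcl1 (-0.22), Eno1 (-0.07), Fgb (0.002701), Gc (-0.08), Hba-a3 (0.15), Icam1 (-0.15), Lrat (0.14), Mdh1 (-0.14), Sdhb (0.07) and Slc30a10 (-0.13) were not called, and limma called 0 of them. With 1 rat left out, log2 fold changes ran from 0.28 to 0.61 for A2m and from 0.50 to 1.05 for Aldh1a1. They ran from 0.18 to 0.38 for Hbb and from 0.16 to 0.35 for Nupr1. Those of Gulo ran from -0.39 to -0.19, of Por from -0.64 to -0.34 and of Cxcl1 from -0.36 to -0.032. Among the other genes not called, Cela1 ran from 0.084 to 0.24, Hba-a3 from 0.086 to 0.29 and Col1a2 from 0.036 to 0.20. Sdhb ran from 0.014 to 0.096 and Abcb4 from 0.085 to 0.16. Icam1 ran from -0.27 to -0.090, Eno1 from -0.099 to -0.023, Gc from -0.10 to -0.052 and Slc30a10 from -0.19 to -0.084.

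The 35 divisions of the 8 rats into 4 and 4 were compared with the real one by permutation. Each list is followed by the number of divisions with a camera p as small, the real one included, then by the real p and the smallest p of the other divisions. Taken alone, without adjustment over the 41 lists, the real division had the smallest p for amino acid catabolism (1; 5.23e-09, 1.59e-08), ER chaperones and unfolded protein response (1; 4.31e-05, 0.000237) and periportal hepatocyte (1; 0.00169, 0.00446). The smallest share possible is 1 of 35 (0.0286), and the adjusted p of their scores were 0.05, 0.204 and 0.204, so that chance stays open after adjustment. These lists were written after the values of the paper's supplementary tables had been seen. The amino acid and periportal lists hold genes that S2 Table gives as lower on these rats, which can favour the real division. Their values therefore cannot exclude chance. The genes of the paper's list of fatty acid β-oxidation (1; 1.44e-16, 9.23e-15), the paper's list of amino acid catabolism (1; 6.66e-10, 1.16e-06) and the paper's list of urea cycle (1; 1.21e-06, 4.73e-06) were chosen on these rats, which favours the real division, so that their values tell nothing about chance. Chance cannot be excluded either for the other called lists, in which the real division did not rank first: urea cycle (2; 0.00194, 0.00184), fatty acid β-oxidation (2; 1.1e-12, 2.16e-16), PPARα targets (2; 5.52e-16, 1.41e-17), polyunsaturated fatty acid synthesis (4; 0.00677, 0.000715), respiratory chain (9; 0.00539, 8.64e-05), circadian clock (2; 0.00775, 0.00474), glucocorticoid targets (6; 0.000238, 2.61e-08), cytosolic and mitochondrial chaperones (3; 0.000608, 0.000295), proteasome (9; 0.00103, 9.67e-05), ribosomal proteins (14; 0.0122, 1.35e-07), markers of Kupffer cell and macrophage (15; 0.0292, 7.4e-18) and markers of sinusoidal endothelium (2; 0.0012, 0.000518). Of the lists not called, the values were fatty acid synthesis (21; 0.185, 1.28e-08), cholesterol synthesis (30; 0.675, 0.00218), SREBP1 targets (25; 0.453, 1.31e-07), phosphate transporters (11; 0.287, 0.0436), bile acid synthesis (19; 0.43, 0.0276), bile acid and sterol transport (21; 0.755, 0.142), gluconeogenesis (17; 0.306, 5.44e-05), glycolysis (15; 0.273, 0.00431), TCA cycle (31; 0.77, 0.0226), ATF4 targets (15; 0.171, 0.000408), growth hormone targets (18; 0.5, 0.0524), acute phase (15; 0.0954, 0.000825), interferon response (20; 0.128, 8.33e-05), xenobiotic metabolism (33; 0.917, 0.00146), iron metabolism (10; 0.323, 0.104), metallothioneins and zinc (30; 0.837, 0.0188), lipid droplet and triglyceride (23; 0.73, 0.0184), fibrosis and inflammation (29; 0.765, 0.000133), pericentral hepatocyte (16; 0.216, 0.00101), the paper's list of fatty acid biosynthesis (21; 0.274, 0.00308), the paper's list of cholesterol metabolism (11; 0.0867, 0.00104), the paper's list of phospholipid metabolism (15; 0.314, 0.0328) and markers of stellate cell and fibroblast (12; 0.202, 0.0101).

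For the counts by rank products with 100 permutations, 6 of the 35 divisions gave as many calls in one direction as the 349 higher and 2 as many as the 498 lower, with 543 as the highest of the other divisions, so chance cannot be excluded; that division sets control rat 1 and HP rats 1, 2 and 3 against the other rats and points to a structure of the samples apart from the diets. With limma the diets gave 0 calls, 0 higher and 0 lower (526 at an unadjusted p under 0.05, 849 by rank products), and the highest other division 11. All 35 give at least 0 by necessity, so that this comparison tells nothing about chance. At an unadjusted p under 0.05, control rat 1 and HP rats 1, 2 and 3 against the other rats gave 662, more than the diets. Chance cannot be excluded for that count either.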
